# Genome-wide endogenous DAF-16/FOXO recruitment dynamics during lowered insulin signalling in *C. elegans*

**DOI:** 10.18632/oncotarget.6282

**Published:** 2015-11-02

**Authors:** Neeraj Kumar, Vaibhav Jain, Anupama Singh, Urmila Jagtap, Sonia Verma, Arnab Mukhopadhyay

**Keywords:** DAF-16, FOXO, ChIP-seq, C. elegans, transcription, Gerotarget

## Abstract

Lowering insulin-IGF-1-like signalling (IIS) activates FOXO transcription factors (TF) to extend life span across species. To study the dynamics of FOXO chromatin occupancy under this condition in *C. elegans*, we report the first recruitment profile of endogenous DAF-16 and show that the response is conserved. DAF-16 predominantly acts as a transcriptional activator and binding within the 0.5 kb promoter-proximal region results in maximum induction of downstream targets that code for proteins involved in detoxification and longevity. Interestingly, genes that are activated under low IIS already have higher DAF-16 recruited to their promoters in WT. DAF-16 binds to variants of the FOXO consensus sequence in the promoter proximal regions of genes that are exclusively targeted during low IIS. We also define a set of ‘core’ direct targets, after comparing multiple studies, which tend to co-express and contribute robustly towards IIS-associated phenotypes. Additionally, we show that nuclear hormone receptor DAF-12 as well as zinc-finger TF EOR-1 may bind DNA in close proximity to DAF-16 and distinct TF classes that are direct targets of DAF-16 may be instrumental in regulating its indirect targets. Together, our study provides fundamental insights into the transcriptional biology of FOXO/DAF-16 and gene regulation downstream of the IIS pathway.

## INTRODUCTION

The evolutionarily conserved IIS pathway controls metabolism, development, stress response and longevity across the animal kingdom [1]. The Forkhead TFs (FOXO) play a critical role in sculpting the transcriptional topology downstream of the IIS in worms, flies and mammals. Considering the conservation of IIS, simple model organisms like *Caenorhabditis elegans* are instrumental in finding how FOXO recruits to its direct transcriptional targets to regulate gene expression in a context-dependent manner.

In *C. elegans*, mutations in the IIS receptor *daf-2* lower IIS leading to a dramatic increase in life span, stress tolerance, higher fat stores and tendency to arrest at an alternate developmental stage called dauer [1“^4^]. All these phenotypes are dependent on the single FOXO homolog, DAF-16. Only two studies have previously reported the genome-scale recruitment profile of DAF-16/FOXO under conditions of low IIS using DamID or ChIP-sequencing (ChIP-Seq) [5, 6]. However, both these studies used transgenic worms overexpressing a single isoform of DAF-16 tagged to GFP that may not precisely reproduce the endogenous situation, making it difficult to evaluate the role of the TF. Although these studies have provided indications towards the complexity of gene regulation by DAF-16, more detailed analysis is required to elucidate how this transcription factor works in the endogenous settings. In our previous study, we used an anti-DAF-16 antibody to immunoprecipitate chromatin-bound DAF-16/FOXO and identified 33 direct target genes [7]. But the study failed to saturate the genome due to its low throughput nature. In this context, a genome-wide recruitment study in a non-manipulated worm will help tremendously in understanding *in vivo* DAF-16/FOXO transcriptional biology.

Here we report the first global chromatin recruitment dynamics of endogenous DAF-16/FOXO under wild-type (WT) and low IIS conditions using ChIP-Seq. Our data shows significantly more enrichment of DAF-16 binding compared to previous ChIP-seq using an overexpression strain [6] and we report ∼4000 new binding events. We also present a more detailed analysis of the recruitment profile compared to previous studies. Interestingly, we find that genes that are activated under low IIS condition already have higher DAF-16 recruitment on their promoters in WT. Surprisingly, these genes are transcribed at a higher level compared to genes to whose promoters DAF-16 recruit only during low IIS. Comparing our data to other studies, we define a ‘core’ set of DAF-16 direct targets that we validate phenotypically for their contributions towards IIS pathway-dependent phenotypes; these targets will serve as an important resource for future studies on DAF-16/FOXO. Importantly, we show that DAF-16, *Drosophila* dFOXO and human FOXO3 bind orthologous genes when activated. Using this data, we identify TFs that may bind in close proximity of DAF-16 during lowered IIS conditions. Finally, we identify specific classes of TFs directly regulated by DAF-16 that may modulate the expression of DAF-16 indirect targets. Together, our analysis provides a robust framework to study the endogenous transcriptional dynamics of DAF-16/FOXO and provides a glimpse into the complexity of gene regulation downstream of the IIS pathway.

## RESULTS AND DISCUSSION

### Endogenous DAF-16/FOXO recruitment dynamics during low IIS

To uncover the chromatin occupancy pattern of endogenous DAF-16/FOXO, we generated a ChIP-grade antibody against the soluble protein. ChIP-qPCR using primers designed to amplify the promoter proximal region of *sod-3*, a bonafide DAF-16/FOXO direct target [7], showed that DAF-16-bound chromatin is enriched in the immune-complex immunoprecipitated from *daf-2(−)* as compared to the one from *daf-16(−);daf-2(−)* (Figure S1A). Such robust enrichment was not observed in a distal region of the gene. Validated ChIP-ed DNA were used as templates to prepare single-end ChIP-sequencing libraries (Illumina Inc., USA) that also retained the enrichment on *sod-3* promoter as above (Figure S1A). Following deep sequencing, we obtained 6860 input-normalized peaks (*P* < 1×10^−5^, FDR < 5%) in case of *daf-2(−)* as against one significant peak in *daf-16(−);daf-2(−)*, showing the specificity of the ChIP experiments (Table S1; also Figure S2). As expected, we observed a single DAF-16 peak in the promoter of *sod-3* while no peak was detected in the 3′ region or in *daf-16(−);daf-2(−)* (Figure 1A).

**Figure 1:**
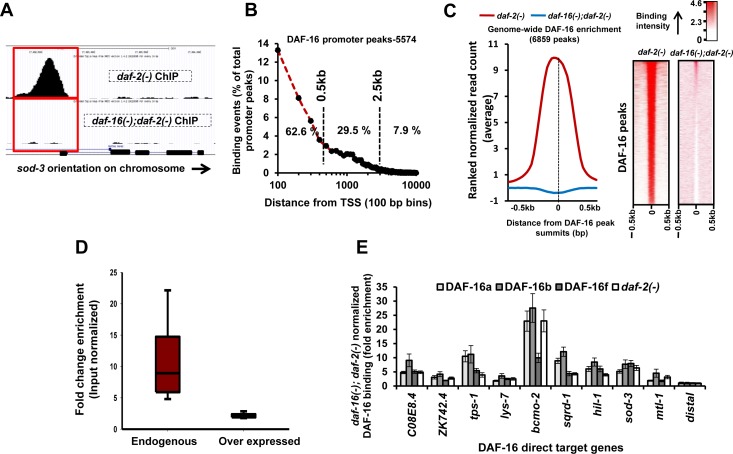
Genome-wide recruitment profile of DAF-16/FOXO **A.** A DAF-16 peak on *sod-3* promoter in *daf-2(−)* is absent in *daf-16(−);daf-2(−).* **B.** Distribution of DAF-16 peaks with respect to TSS. **C.** Enrichment of ranked normalized reads at the DAF-16 peak summits (left panel) and its heat map representation (right panel) in *daf-2(−)* that is absent in *daf-16(−);daf-2(−).* **D.** DAF-16 enrichment in *daf-2(−)* normalized to input samples. Enrichment was calculated using MACS in DAF-16 peaks that were common between this study (Endogenous DAF-16) and that of Riedel et al. (2013) (Overexpressed DAF-16). **E.** Recruitment profiles of DAF-16 isoforms in *daf-2(−)* compared to *daf-16(−);daf-2(−)* as determined by ChIP-Q PCR. DAF-16a, DAF-16b or DAF-16f represents transgenic lines where only one of the DAF-16 isoforms is expressed in a *daf-16(−);daf-2(−)* background [9].

Majority of the DAF-16 peaks (5574) were positioned within the 0.5 kb region upstream of the transcription start site (TSS) (Figure 1B, S1B). About 68.4% or 4696 peaks in *daf-2(−)* were assigned to 3734 coding genes while the remaining were in the vicinity of non-coding genes, indicating extensive regulatory role of the TF (Table S2). This is also reflected in the distribution of DAF-16 peaks on the chromosomes that show enrichment on non-coding genes in Chr I, II, III, IV and X (Figure S1C). The mean read density (MRD) distribution analysis around the DAF-16 peak summits (±0.5 kb) shows clear enrichment within a narrow window of ∼200 bp in *daf-2(−)* that is absent in *daf-16(−);daf-2(−)* (Figure 1C). Together, using a robust ChIP-seq procedure, we have generated the first endogenous genome-wide DAF-16/FOXO recruitment profile under low IIS conditions.

Previous studies to chart genome-wide DAF-16 binding used overexpression strains [5, 6]. We compared our data with these studies and report a large number of new genes with DAF-16 binding peaks in the promoter proximal region (4389 genes) (Figure S1D). This was surprising as we expected that DAF-16 overexpression would lead to more bound targets compared to endogenous DAF-16. This unexpected observation may be explained partly by the fact that we achieved more enrichment on the DAF-16 binding loci compared to the previous ChIP-seq study [6] (Figure 1D, S1E). The previous study used overexpression of only the DAF-16a isoform [8] for the ChIP-seq experiments. This may result in lower enrichment compared to our study since the antibody detects all the DAF-16 isoforms and reports the DAF-16 binding dynamics more accurately. Additionally, we used a mixed stage worm culture to capture maximum binding events while Riedel *et al.* used L4-staged worms. Together, endogenous ChIP-seq reported in this study may provide a more realistic estimate of DAF-16 recruitment profile under low IIS condition.

The *daf-16* gene codes for several isoforms; three of them are well-characterized and have overlapping as well as distinct functions [9]. To determine the relative recruitment dynamics of the DAF-16 isoforms, we used transgenic worms where only one isoform of DAF-16, i.e., DAF-16a, DAF-16b or DAF-16f has been rescued in *daf-16(−);daf-2(−)* [9]. ChIP-PCR analysis revealed that all DAF-16 isoforms bind DNA. However, the DAF-16b had comparatively higher binding to all the promoters, although it plays only a modest role in pharynx remodelling [10](Figure 1E). Thus, DAF-16b may have other undiscovered functions or alternatively, the dynamics of chromatin recruitment may change in scenarios where only one isoform is present.

### TSS proximity of binding defines the strength of DAF-16/FOXO transcriptional response

To correlate DAF-16 chromatin recruitment to its transcriptional efficiency, we first compared expression profiles of WT, *daf-2(−)* and *daf-16(−);daf-2(−)* strains by RNA-seq (Table S3). This identified 667 genes that were up- (activated) and 1213 genes down-regulated (repressed) during low IIS compared to WT, in a *daf-16*- dependent manner (fold change ≥2; *P*≤0.05) (Figure 2A, upper circles). 

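RNA was sequenced from 2 replicates of each strain, 6 libraries in all, taken from mixed-stage cultures at 20 °C. The *e1370* allele lowers signalling through the insulin/IGF-1 receptor, and *mgDf50* is a deletion in *daf-16*. The authors deposited 1 table for each of WT, *daf-2(−)* and *daf-16(−);daf-2(−)* (the double mutant) with the RPKM of each gene in each replicate, made from reads aligned to WS230, and a table lists the genes above 0 in at least 1 of its 2 replicates. The RPKM of *daf-16* (WBGene00000912, longest listed transcript on chromosome I of WS230, 10762770 to 10776273) was 24.9 and 29.4 in the WT replicates, 25.2 and 22.4 in the *daf-2(−)* replicates, and 6.44 and 4.6 in the double mutant replicates. Its log2 fold change in the double mutant against WT was -2.12 (SE 0.21, limma adjusted p = 0.0397). The tables give 1 value per gene, so reads from exons outside the deletion are not separated from reads inside it. The RPKM of *daf-2* lay between 8.2 and 15.54 in the 6 libraries. Table S3 gives between 10994685 and 17646343 reads per library, of which between 9622787 and 15651097 mapped, with the fewest in *daf-2(−)* replicate 2. The tables hold no counts, so the counting error of a single RPKM is not known from them. Between replicates, Pearson's r of log2(RPKM + 1) across genes was 0.991 in WT, 0.990 in *daf-2(−)* and 0.987 in the double mutant, where genes are not independent replicates. The median size of the log2 difference between replicates, over genes with a mean RPKM of at least 1, was 0.20, 0.23 and 0.24.

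The 3 strains were compared with limma on log2(RPKM + 1) in a single fit over the 6 libraries, so that they share the estimate of the spread. A gene was called at an unadjusted p of at most 0.05 and a fold change of at least 2. Adding 1 RPKM before taking logarithms makes the fold changes of weakly expressed genes smaller. Adjusted p-values are limma's with Benjamini-Hochberg adjustment over the 20661 genes above 0 in at least 1 library.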

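In *daf-2(−)* against WT, 999 genes were higher and 1606 lower, and 938 and 1476 of them passed at limma's adjusted p. Against *daf-16(−);daf-2(−)*, 1168 genes were higher in *daf-2(−)* and 3267 lower, with 1129 and 3210 at the adjusted p. The activated genes, higher in *daf-2(−)* than in both other strains, numbered 768 (727 at the adjusted p), and the repressed genes 1208 (1137). These were 76.9% of the genes higher than in WT and 75.2% of the genes lower than in WT, and 65.8% and 37.0% of those higher and lower than in the double mutant. The median RPKM of the activated genes was 7.87 in WT, 29.0 in *daf-2(−)* and 6.11 in the double mutant, and that of the repressed genes 21.0, 8.27 and 28.9. A mean RPKM under 1 over the 6 libraries was found for 56 activated and 3 repressed genes.

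From the sizes of the lists, 56.5 shared activated genes were expected by chance, a representation factor of 13.6, and 254 shared repressed genes, a factor of 4.76. Both comparisons use the same *daf-2(−)* libraries. In 100 simulated sets with no difference between strains, a median of 62 genes was called higher in each comparison and 16 in both (6 to 27), with a median representation factor of 81.3 (48.5 to 139). For genes called lower in both, the simulated median was 15 (6 to 23) and the factor 72.7 (38.7 to 139). The factor therefore exceeds 1 without any difference between strains. Its upper limit falls as the lists grow longer, and the simulated lists were far shorter. The simulated factors therefore cannot be ranked against 13.6 and 4.76. The shared genes themselves, 768 activated and 1208 repressed, outnumbered the highest simulated counts of 27 and 23.

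The balance of activated and repressed genes depended on how the libraries were scaled. The median log2 fold change of all genes with a mean RPKM of at least 1 was -0.28 against WT and -0.34 against the double mutant. With median-ratio scaling of the 6 libraries these medians were -0.03 and 0.00, and the counts became 1255 activated and 463 repressed genes, among them all 768 activated genes. The share of activated among DAF-16-dependent genes was 38.9% in the deposited RPKM, 73.1% with median-ratio scaling and 65.4% with quantile normalization. The genes higher in *daf-2(−)* made up 38.3% of those called against WT, and 67.8% and 60.6% under these scalings. Against the double mutant they made up 26.3%, 54.3% and 50.5%. Without *daf-2(−)* replicate 2, 695 genes were activated and 538 repressed, and without *daf-2(−)* replicate 1, 697 and 1938. The paper takes the genes changed in both comparisons as regulated through DAF-16 during low IIS (Figure 2A).

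**Figure D1:**
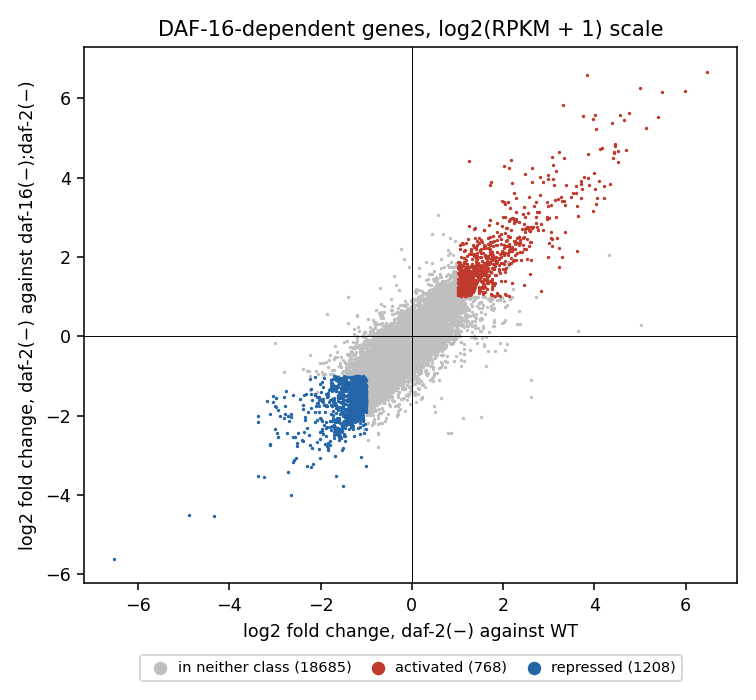
Log2 fold change of each gene in *daf-2(−)* against WT (horizontal axis) and against the double mutant (vertical axis), on the log2(RPKM + 1) scale, 1 point per gene. The 768 activated genes lie at the upper right and the 1208 repressed genes at the lower left.

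**Figure D2:**
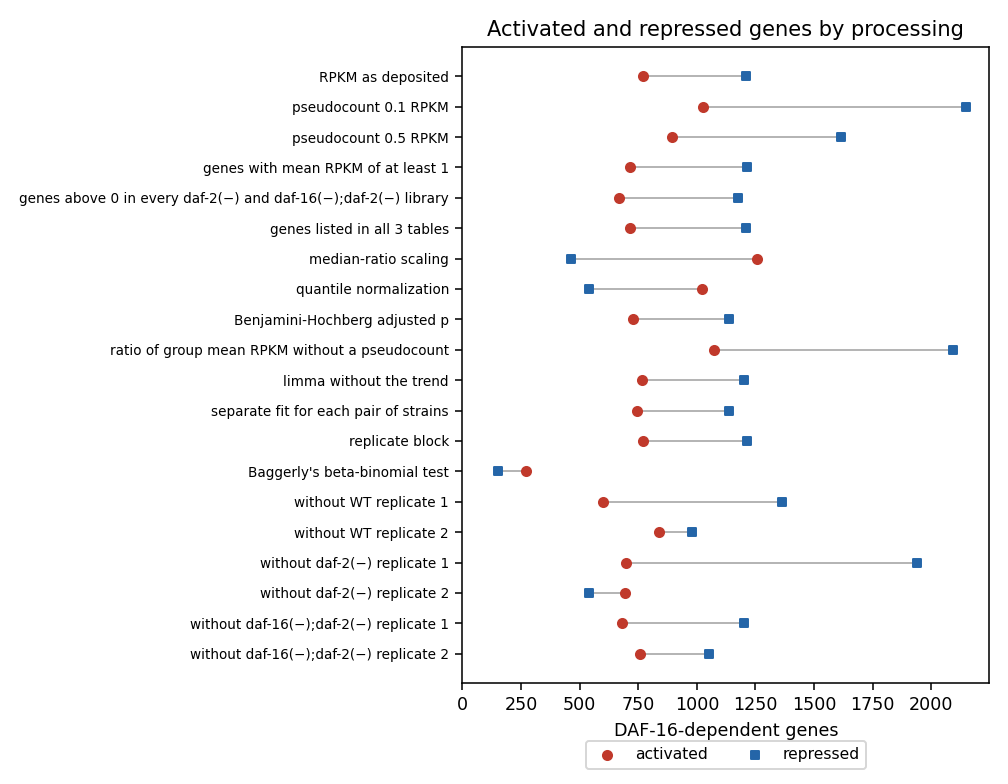
Number of activated (circles) and repressed (squares) genes under each way of processing the deposited RPKM, with a line joining the pair. Repressed genes are more numerous in the deposited RPKM (1208 against 768) and fewer after median-ratio scaling (463 against 1255).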

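Among activated genes with a mean RPKM of at least 10 over the 6 libraries, H39E23.3 had the largest log2 fold change against WT on the log2(RPKM + 1) scale. Its RPKM was 107 ± 35.1 (SD, n = 2) in *daf-2(−)*, 0.18 ± 0.0707 (SD, n = 2) in WT and 0.035 ± 0.0495 (SD, n = 2) in *daf-16(−);daf-2(−)*. The log2 fold change was 6.48 against WT (SE 0.28, limma adjusted p = 0.000442) and 6.67 against the double mutant (SE 0.28, limma adjusted p = 0.00027). It was followed by *col-36* (5.99 and 6.18), F21C10.11 (5.48 and 6.16), Y39G8B.7 (5.39 and 5.53) and Y9C9A.16 (5.13 and 5.24). Of the exons of F21C10.11 in the WBcel235 annotation, 27.3% overlap F21C10.13. Of the repressed genes with such a mean, *ilys-5* changed most against WT on this scale. Its RPKM was 20.2 ± 1.75 (SD, n = 2) in *daf-2(−)*, 2022 ± 772 (SD, n = 2) in WT and 1044 ± 152 (SD, n = 2) in the double mutant. Its log2 fold change was -6.53 against WT (SE 0.26, limma adjusted p = 0.000442) and -5.62 against the double mutant (SE 0.26, limma adjusted p = 0.00027). Ordered by the change against WT, the next were *dod-24* (-4.88 and -4.51), *clec-10* (-4.32 and -4.54), *hrg-3* (-3.38 and -3.51) and F49C5.11 (-3.23 and -3.55). Of the exons of *hrg-3*, 20.7% overlap F58E6.11 on the opposite strand, and the methods do not say whether the counting used strand. From ratios of mean RPKM without a pseudocount, the change against the double mutant was larger for *clec-10* (-6.58) than for *ilys-5*. The collagen gene *col-36*, the lysozyme gene *ilys-5* and the lectin gene *clec-10* belong to families whose members could share reads. Each of the 10 genes kept its direction and passed in both comparisons under every scaling and with each library left out in turn. Under Baggerly's test, which uses the proportions within each library, H39E23.3, Y9C9A.16, *ilys-5*, *hrg-3* and F49C5.11 did not pass in either comparison, and *clec-10* did not pass against the double mutant.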

Among the activated genes, only 223 (*R* = 2.2, *P* = 6.0×10^−33^) are direct targets of the TF (Figure 2A, lower circles). However, no significant overlap with binding data was observed in case of repressed genes, supporting previous suggestions that DAF-16 may act primarily as an activator [5, 6, 11]. The majority of the genes that are activated in *daf-2(−)* are indirect targets of DAF-16 as they lacked a DAF-16-binding peak in the promoter proximal region, suggesting a hierarchical control involving multiple downstream TFs. It appears that DAF-16 may be “parked” at multiple locations on the chromatin without apparent transcriptional activity, similar to dFOXO [12]. It is tempting to speculate that some of these binding may represent enhancer sites that regulate expression of distant genes. It is also possible that these genes may be transcribed at a low rate or in a tissue or context-specific manner.

**Figure 2:**
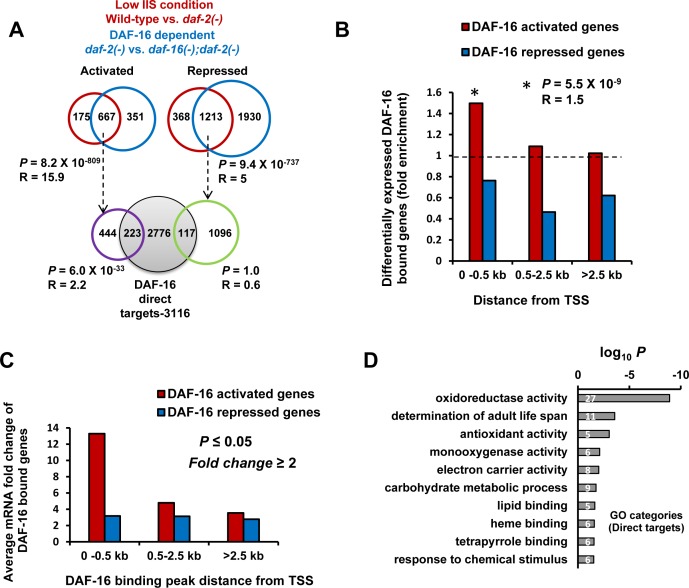
Promoter-proximal binding of DAF-16 ensures optimal transcriptional response **A.** Genes activated (N=667) or repressed (N=1213) in *daf-2(−)* in a DAF-16-dependent manner were overlapped with genes in which DAF-16 binds within 2.5 kb promoter region upstream of TSS (Grey circle; lower panel) to obtain 223 significant (Hypergeometric test) DAF-16 direct targets that are transcriptionally relevant. **B.** DAF-16-dependent genes that have peaks located within 0.5 kb of TSS are more likely (Hypergeometric test) to be activated in *daf-2(−)*. **C.** Average mRNA fold change of genes activated or repressed in *daf-2(−)*. The genes were categorized based on distance of DAF-16 peaks from TSS. **D.** Gene annotation enrichment analysis highlights biological functions of genes directly activated by DAF-16.

We found that genes with binding peaks within 0.5 kb of TSS are more likely to be activated in *daf-2(−)* (*R* = 1.5; *P* = 5.5×10^−9^) (Figure 2B) with the highest average mRNA fold change (Figure 2C). However, this was not the case with genes that are repressed (Figure 2C). Moreover, a single peak of DAF-16 in the promoter-proximal region resulted in higher transcriptional induction compared to two or more peaks (Figure S1F). Together, our data suggests that DAF-16/FOXO acts predominantly as an activator and TSS proximity correlates directly to transcriptional efficiency.

### DAF-16 direct targets are enriched for genes involved in detoxification and longevity

We find that DAF-16 directly binds and transcriptionally regulates only a small subset of the genes that are upregulated during low IIS. These genes may comprise the immediate early response to lowering of IIS; the indirect targets possibly represent the outcome of a hierarchical response that may be relatively delayed in onset. So, to understand the biological role of the DAF-16/FOXO direct targets, we used DAVID [13] for Gene Ontology analysis. The direct and transcriptionally relevant activated targets (223) were found to be enriched in genes having oxidoreductase, antioxidant and monooxygenase activity with role in determination of adult life span (Figure 2D). On the other hand, DAF-16 indirect targets are also enriched in genes involved in metabolic processes (Figure S3). It is possible that worms respond to lowering of IIS by first upregulating the detoxification machinery through DAF-16 that is primarily responsible for life span extension. The secondary genes that are upregulated indirectly may be required to support the enhanced longevity.

### DAF-12 and EOR-1 may bind chromatin at close proximity to DAF-16 during low IIS

As discussed above, lowering IIS leads to enhanced longevity, elevated stress tolerance and increased dauer formation. Although all these phenotypes are dependent on a functional DAF-16, other transcriptional regulators are also known to have important role to play in determining these phenotypes. For e.g., HSF-1 and SMK-1 are known to influence *daf-2(−)* longevity and/or stress tolerance [14, 15]. On the other hand, DAF-12 is required for enhanced dauer formation as well as longevity [16, 17]. In order to identify transcriptional regulators that may co-regulate DAF-16 direct targets, we searched for signatures of DNA-binding factors within the DAF-16 peaks. *De novo* motif search [18] revealed, as expected, the enrichment of 5′-sygGTAAACAasr-3′ motif in 71.2% of the DAF-16 peaks (Figure 3A). This motif had strong Pearson correlation (0.998) with DAF-16 reference motif 5′-GTAAACA(A)-3′ [11, 19, 20] (Figure 3A, lower panel). We used the position-specific scoring matrices (PSSMs) of this motif and scanned all DAF-16 peak regions (peak summits ± 250 bp) in our data to show that the matching frequency of DAF-16 motif is significantly higher as compared to the random sequences, specifically in the region of the higher PSSM hit score (Figure 3A, upper panel, S5A), indicating a robust enrichment of DAF-16 motifs. Importantly, the DAF-16 motifs were found to be distributed around the DAF-16-binding peaks (Figure S4A).

**Figure 3:**
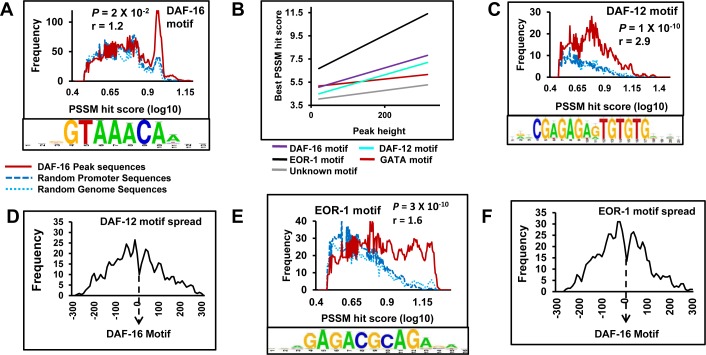
DAF-12 and EOR-1 may bind chromatin at close proximity to DAF-16 during low IIS **A.** Upper panel shows the frequency of DAF-16 motif (red) within the DAF-16 peaks as compared to random sequences (blue). Lower panel contains the consensus DAF-16 motif identified by RSAT. **B.** Correlation of best PSSM hit scores of DAF-16, EOR-1, DAF-12, GATA or an unknown motif with DAF-16 peak heights. **C.** Upper panel shows the frequency of DAF-12 motif (red) within the DAF-16 peaks as compared to random sequences (blue). Lower panel contains the consensus DAF-12 motif identified by RSAT. **D.** Distribution of DAF-12 motifs with respect to DAF-16 motifs in *daf-2(−).* **E.** Upper panel shows the frequency of EOR-1 motif (red) within the DAF-16 peaks as compared to random sequences (blue). Lower panel contains the consensus EOR-1 motif identified by RSAT. **F.** Distribution of EOR-1 motifs with respect to DAF-16 motifs in *daf-2(−). P* values calculated using unpaired student's *t* test.

This analysis also revealed the presence of GATA-like motifs (present in 61.1 % of the DAF-16 peaks), a prospective DAF-12-binding motif (present in 40.4% of the peaks) as well as an EOR-1-binding motif (present in ∼50% peaks), apart from unknown low-complexity motifs (Figure 3C, 3E, S5B, C, lower panels). However, the GATA motif and an unknown low complexity motif did not show much enrichment as compared to the random sequences (Figure S4B, C, upper panels). On the other hand, DAF-12 as well as the EOR-1 motif was overrepresented in the DAF-16 peaks across the range of PSSM hit score (Figure 3C, 3E, upper panel, S5B, C). Additionally, best PSSM hit scores for DAF-16, EOR-1 as well as DAF-12 motifs correlated better with DAF-16 peak height, compared to the GATA or the unknown motif (Figure 3B), suggesting that the occurrence of DAF-16, EOR-1 or DAF-12 motifs may ensure higher recruitment of DAF-16. Further, the DAF-12 as well as EOR-1 motifs within the DAF-16 peaks are tightly centred around the DAF-16 motifs (Figure 3D, 3F). Together, EOR-1 and DAF-12 can potentially bind chromatin at close proximity to DAF-16 under conditions of low IIS to regulate gene expression.

DAF-12 is a nuclear receptor that is homologous to the vertebrate farnesoid-X (FXR), liver-X and vitamin-D receptors. It binds to bile acid-like steroids known as the dafachronic acids (DAs), which regulate its transcriptional activity [21, 22]. DAF-12 acts as a molecular switch downstream of the IIS pathway (DAF-16/FOXO) and TGF-beta like pathway (DAF-3/SMAD and DAF-5/SKI) to determine the choice between dauer formation and reproductive growth [23]. DAF-12 affects multiple DAF-16-dependent phenotypes like dauer and longevity. Although these two factors are known to interact in worms and mammals, the molecular mechanism is less clear [24]. The *eor-1* encodes the ortholog of human PLZF, a BTB/zinc-finger transcription factor and functions downstream of the EGF pathway to regulate longevity [25]. The EGF and IIS pathways work in parallel, responding to different physiological or environmental cues to maintain protein homeostasis [26]. Our finding that DAF-12 and EOR-1 also may bind DAF-16 direct target genes suggests a novel mechanism by which hormone signalling and IIS pathway can impinge on the promoters of direct targets to co-ordinately regulate gene expression. This needs to be verified at the transcriptional and physiological level in future.

### DAF-16 binds to variants of FOXO consensus sequence under low IIS

FOXO/DAF-16 is known to be majorly regulated at the level of nuclear translocation through phosphorylation by its upstream kinases [27]. To determine whether nuclear-cytoplasmic distribution of DAF-16 is reflected in its recruitment pattern, we compared the binding dynamics of *daf-2(−)* with WT (Figure 4A). We find that DAF-16 binds to exclusive targets in WT (954) and *daf-2(−)* (2385) as well as a large number of common targets (4442). The relative positions of the common DAF-16 binding peaks in the two strains do not shift and exhibit normal distribution with respect to TSS (Figure S6A). This is in contrast to the observation in *Drosophila* [12], where only the extent of dFOXO binding changes at the target loci in WT vs a low IIS mutant. Together, the DAF-16 recruitment dynamics partially reflect the nuclear-cytoplasmic distribution as not all DAF-16 may be excluded from the nucleus under WT condition. Since DAF-16 has multiple isoforms, it is also possible that one of the isoforms may be mostly chromatin bound while others shuttle between nucleus and cytoplasm in a context-dependent manner. Since our antibody recognizes all the isoforms, we were not in a position to resolve this mode of regulation. In line with this idea, the DAF-16f isoform is evenly distributed in the cytosol and nucleus even under the low IIS condition [9].

**Figure 4:**
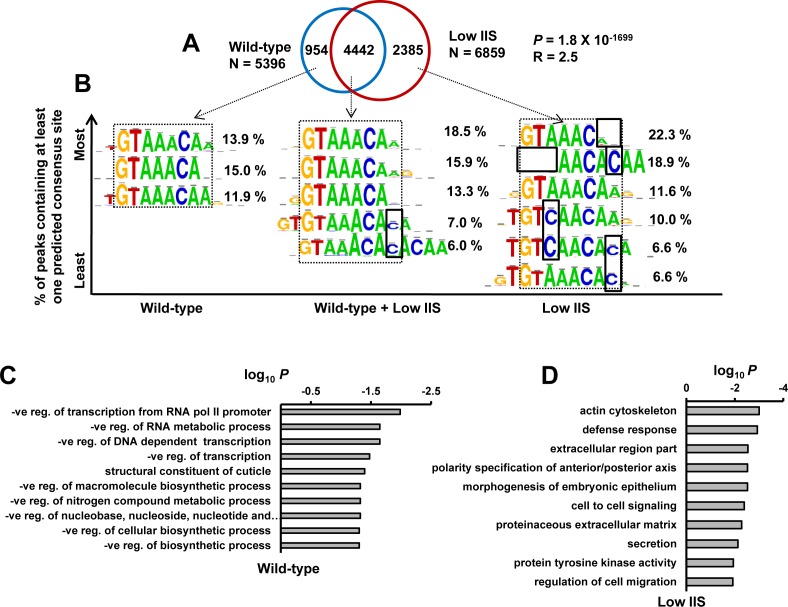
DAF-16 binds to variants of core FOXO consensus sequence on genes that it recruits to exclusively under low IIS **A.** Overlap of DAF-16 binding peaks in WT and *daf-2(−)*. Many new peaks (2385) appear in *daf-2(−)*. *P* calculated using Hypergeometric test. **B.** FOXO consensus sequence was identified by RSAT *de novo* motif finding tool in DAF-16 binding peaks (within ± 250 bp of summit) for genes that the transcription factor recruits to in WT, *daf-2(−)* or both. Percentage occurrence of each consensus sequence is shown. **C.**-**D.** Gene annotation enrichment analysis highlights biological functions of genes that DAF-16 recruits to exclusively in WT **C.** or *daf-2(−)* **D.**

Next, we focused on the FOXO consensus sequences in the DAF-16 peaks found exclusively in WT or *daf-2(−)* as well as from those commonly observed in the two strains. DAF-16 peaks, present exclusively in WT, were near match to the core FOXO consensus sequence [11, 28] (Figure 4B, left). These genes were found to function mainly in negative regulation of transcription and metabolic processes, as determined by Gene Ontology analysis using DAVID [13] (Figure 4C). Interestingly, in DAF-16 peaks exclusive to *daf-2(−)*, several variants of the FOXO consensus sequences were found apart from the core consensus motif (Figure 4B, right). These categories of genes functions mostly in defence response, cell to cell signalling etc (Figure 4D). This suggests that activated DAF-16, as in *daf-2(−)*, may have higher binding affinity and bind imperfect FOXO consensus sequences. Alternatively, they may require other factors to assist in binding.

### Genes activated in *daf-2(−)* already have higher DAF-16 recruitment in WT

To further study the dynamics of DAF-16 recruitment in normal and low IIS conditions, we correlated the extent of binding of the transcription factor to chromatin in WT and *daf-2(−)* with gene activation levels. We observed that genes that are activated in *daf-2(−)* already have higher DAF-16 recruitment in WT worms compared to genes whose expression remain unchanged, while those that are repressed have lower (Figure 5A). In *daf-2(−)*, the average peak heights of all the three categories increase, but only a subset is transcriptionally upregulated with respect to WT (Figure 5B). Thus, it appears that the genes that are destined to be activated under low IIS are already marked by presence of more DAF-16 on their promoter proximal regions (Figure 5B). More interestingly, no such difference in binding was noticed for genes that are bound by the transcription factor exclusively in *daf-2(−)* (Figure S6B). These genes may require additional factors to modulate gene expression.

**Figure 5:**
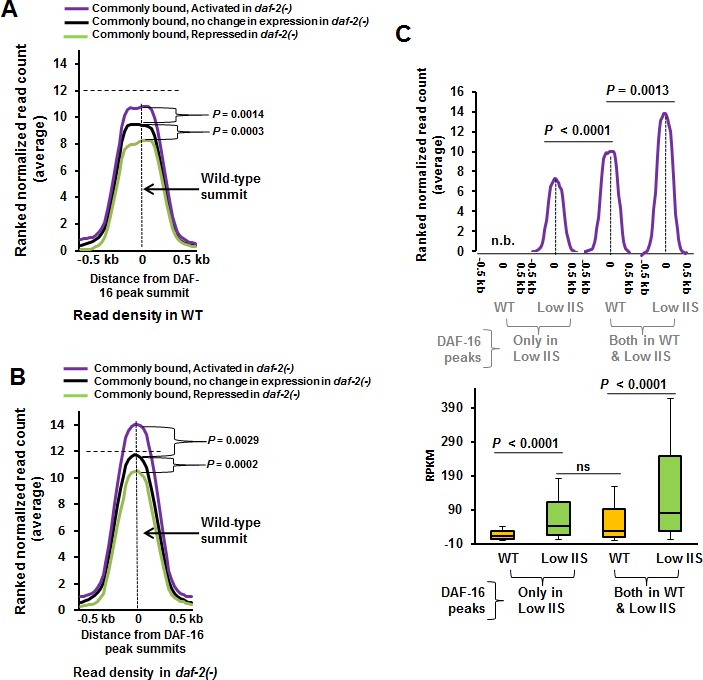
Genes that are activated under low IIS have higher DAF-16 recruitment in WT **A.** Genes that are activated in *daf-2(−)* have higher DAF-16 recruitment on their promoters in WT compared to genes whose expression remain unchanged or are repressed. Ranked normalized read counts in WT were plotted against the distance from the peak summits (± 0.5 kb). Coding genes that are DAF-16-bound both in WT and *daf-2(−)* (2506) were considered. They were categorised as activated, repressed or no change based on their expression in *daf-2(−)* compared to WT. *P* calculated using Mann Whitney test. **B.** Ranked normalized read counts in *daf-2(−)* were plotted against the distance from the peak summits (± 0.5 kb) similar to **A.** *P* calculated using Mann Whitney test. **C.** RPKM of genes that are activated under low IIS condition as in *daf-2(−)* compared to WT (lower panel). Genes are categorized based on the fact that DAF-16 binds to the promoters exclusively in *daf-2(−)* or commonly in both WT as well as in *daf-2(−)*. *P* between WT and low IIS calculated by Wilcoxon signed rank test. *P* between low IIS (DAF-16 peaks only in Low IIS) and WT (DAF-16 peaks both WT and Low IIS) in calculated by Mann Whitney test. The corresponding ranked normalized read counts are provided in the upper panel. *P* calculated using Mann Whitney test. n.b. indicates no binding peaks observed.

Above, we observed two different dynamics of DAF-16-dependent gene activation under low IIS; one where DAF-16 binds to promoters in both WT as well as in *daf-2(−)*, the other where DAF-16 binds promoters exclusively in *daf-2(−)*. We asked whether these two scenarios lead to different levels of gene expression. We compared the RPKM of the genes under these two categories as determined by transcriptomics and only observed clear positive correlation between binding and activation of gene expression; no correlation was found in case of genes that are repressed or unchanged (Figure S6C). We find that in case of genes where DAF-16 binds in both WT and *daf-2(−)*, there is more robust gene transcription as compared to ones where DAF-16 binds exclusively under low IIS condition, as in *daf-2(−)* (Figure 5C, lower panel). This may not be directly attributed to the levels of recruitment as increased DAF-16 binding does not necessarily translate into more transcription [compare Figure 5C, blue with orange]. Importantly, this does not significantly affect the fold change in gene expression (data not shown). Put together, genes that are commonly bound by DAF-16 in WT and *daf-2(−)* are transcribed at a higher level in *daf-2(−)* compared to the ones to which the transcription factor recruits to under low IIS.

### ‘Core’ DAF-16 direct targets are often co-regulated and contribute robustly towards IIS pathway-dependent phenotypes

DAF-16 is a central regulator of gene expression and is involved in multiple biological processes [4]. Studies involving this TF often require experiments that follow its direct target genes transcriptionally as well as phenotypically. So using our dataset, we defined a ‘core’ set of DAF-16/FOXO direct and transcriptionally relevant targets by comparing our study to several previous studies that employed transcriptomics or microarray [6, 19, 29] (Figure 6A, 6B). We found 37 activated genes that overlap with all these previous studies and represent the “core” direct targets that are highly relevant (Figure 6A). 

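Table S7 lists 36 genes as core targets besides its controls, and all 36 have an RPKM in each strain. Against WT, all 36 were higher in *daf-2(−)*, and 34 had an unadjusted p of at most 0.05. Against *daf-16(−);daf-2(−)*, 35 were higher and 34 had such a p. The number was 34 in each comparison also at limma's adjusted p over all genes and adjusted over the list alone. The second is not independent evidence, since the list was chosen on these libraries. Of the 36, 33 met the activated criteria in both comparisons. The median log2 fold change was 1.85 against WT and 2.41 against the double mutant. Relative to the median of all genes with a mean RPKM of at least 1, these were 2.13 and 2.75. Against WT, 29 of the 36 were lower in the double mutant.

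On the log2(RPKM + 1) scale the largest changes against WT were those of *far-3*, *sod-3* and *lys-7*. From ratios of mean RPKM without a pseudocount the log2 fold changes were 4.67 for *sod-3*, 4.45 for *far-3*, 3.69 for *nnt-1* and 3.34 for *lys-7*. The RPKM of *far-3* was 2317 ± 186 (SD, n = 2) in *daf-2(−)*, 106 ± 75.1 (SD, n = 2) in WT and 54.1 ± 20.6 (SD, n = 2) in the double mutant, a log2 fold change of 4.64 (SE 0.49, limma adjusted p = 0.00339) and 5.45 (SE 0.49, limma adjusted p = 0.00124). The RPKM of *sod-3*, on chromosome X, was 180 ± 3.86 (SD, n = 2), 7.07 ± 3.54 (SD, n = 2) and 2.82 ± 0.0141 (SD, n = 2) in the same order, a log2 fold change of 4.56 (SE 0.29, limma adjusted p = 0.000711) and 5.57 (SE 0.29, limma adjusted p = 0.000326). For *lys-7* it was 602 ± 126 (SD, n = 2), 59.3 ± 55.6 (SD, n = 2) and 41.6 ± 11.0 (SD, n = 2), a log2 fold change of 3.71 (SE 0.64, limma adjusted p = 0.0117) and 3.83 (SE 0.64, limma adjusted p = 0.0046). The WT replicates of *far-3* were at 52.6 and 159 RPKM, and those of *lys-7* at 20.0 and 98.6. Both genes belong to families whose members could share reads. In the WBcel235 annotation 10.1% of the exons of *sod-3* and 7.43% of those of *far-3* overlap genes on the opposite strand.

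The log2 fold changes of *nnt-1* were 3.33 and 4.49, those of *far-7* (chromosome II of WS230, 319793 to 321107) 2.10 and 2.72, and those of *hil-1* 2.73 and 3.39. The 3 genes that did not meet the criteria were *ttr-39* (0.30 and 0.51), *acs-18* (0.42 and -0.14) and *ttr-18* (0.54 and 0.69). Fig. 6C also lists these 3, and the labels of Fig. 6D, read by eye, do not. The change of *ttr-18* against the double mutant was 1.09 with median-ratio scaling and 0.37 with quantile normalization, and that of *acs-18* became positive under both scalings. Of the exons of *ttr-39*, 10.4% overlap a gene on the opposite strand. Under Baggerly's test 17 of the 36 genes met the criteria, and *far-7* and *far-3* were not among them. Without *daf-2(−)* replicate 1 it was 31, without *cpi-1* and *ttr-5*, which are named after their values were seen.

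**Figure D3:**
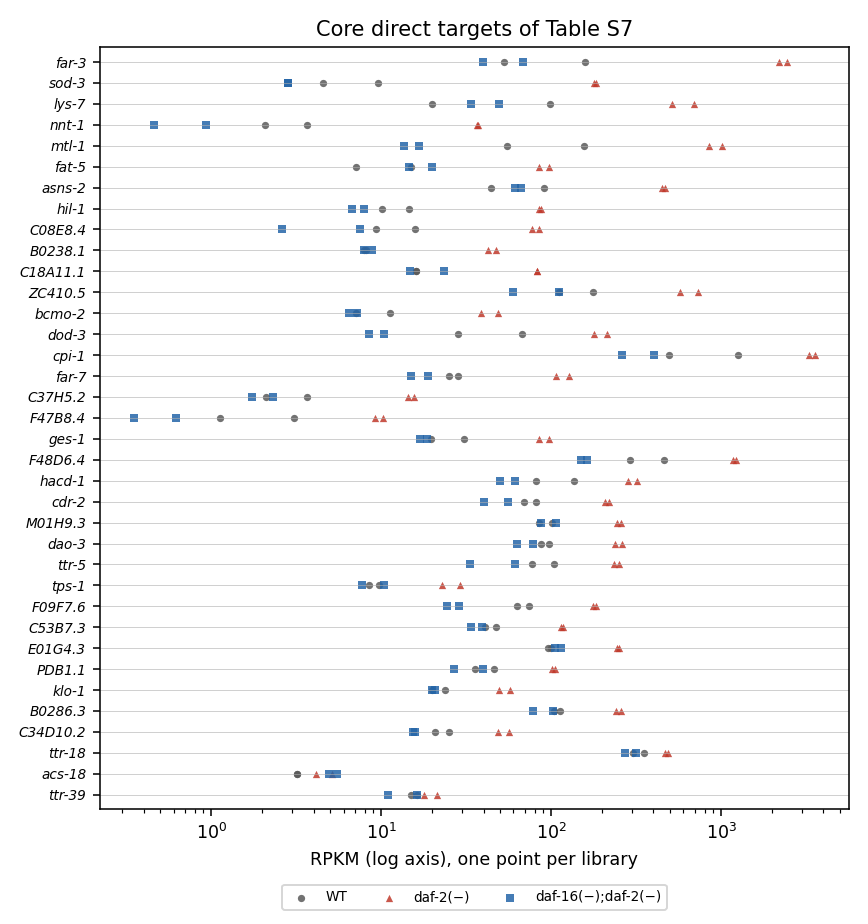
RPKM of the 36 core direct targets of Table S7 on a log axis, 1 point per library (circles WT, triangles *daf-2(−)*, squares the double mutant), ordered by the log2 fold change against WT. In all 36 genes the *daf-2(−)* average lies to the right of the WT average, as at 180 against 7.07 RPKM for *sod-3* and 19.5 against 15.6 RPKM for *ttr-39*.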

No such significant overlap was observed among DAF-16 repressed genes (Figure 6B).

**Figure 6:**
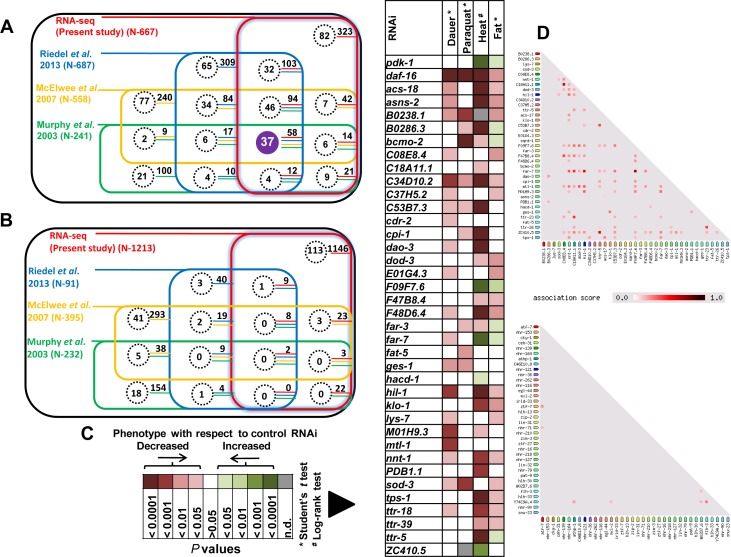
DAF-16 “core” direct targets contribute robustly towards IIS-regulated phenotypes **A.** Comparison of DAF-16 ChIP-seq with transcriptomics data from multiple studies [6, 19, 29] reveals 37 “core” direct DAF-16 targets that are activated in *daf-2(−)*. Each coloured square represents a RNA-seq or microarray data taken from the indicated studies. Genes that were found to be common with our ChIP-seq data are highlighted by dotted circles (direct DAF-16 targets). The numbers adjoining the dotted circles represent genes that overlap with our transcriptomics data. **B.** No significant overlap was observed in case of repressed genes. **C.** IIS pathway-dependent phenotypes are differentially affected when the “core” DAF-16 targets are knocked down by RNAi. The *P* values (obtained either by Student's *t* test or log rank test) of significantly affected genes are plotted. Details of the phenotypic analysis experiments provided in Table S7. **D.** DAF-16 core direct target genes are co-expressed with each other as determined by STRING database analysis (upper panel). No such co-expression was observed in case of a randomly chosen set of 37 genes.

The *daf-2(−)* worms have increased stress tolerance, enhanced longevity, higher fat storage and propensity to arrest as dauers [30]. All these phenotypes are completely dependent on DAF-16. To evaluate the contributions of DAF-16 direct targets on these phenotypes, we systemically knocked down each one of them by RNAi in *daf-2(−)*. We found that most of the genes affect multiple phenotypes in *daf-2(−)* (Figure 6C), indicating that DAF-16 direct targets play important roles during low IIS. Importantly, these genes will now serve as essential reagents for pursuing *bonafide* DAF-16 direct targets for analysis.

Genes that function together often co-express [31]. We analyzed the co-expression profile of the ‘core’ DAF-16 direct targets using STRING database Version 10 (www.string-db.org/) (Figure 6D). We found that several of these genes are co-expressed under multiple conditions and may suggest linked functions. The *nnt-1* (putative proton-pumping nicotinamide nucleotide transhydrogenase), *far-7* (fatty acid/retinol binding protein) and *hil-1* (histone H1-like protein) are some of the annotated genes that show co-expression with other genes. This type of association may not occur by chance as in 5 sets of randomly generated list of 37 genes, co-expression was not observed (Figure 6D, S7). Thus, DAF-16 preferentially targets genes that are co-expressed to modulate phenotypes downstream of the IIS pathway.

### Conservation of FOXO direct targets in worms, flies and human

The FOXO TF works in the adipocytes/fat bodies/intestinal cells to modulate life span in mice, flies and worms [32“^34^]. To determine whether the direct targets of DAF-16 are conserved, we compared our data with that of human FOXO3 and fly dFOXO binding data-sets [35] [12] (Figure 7A). Among the orthologous genes between *C. elegans, Drosophila* and humans, 124 were found to be common and represent genes that are bound by FOXO in these species under low IIS conditions. Interestingly, these genes are enriched for GO terms involving vesicle-mediated endocytosis/membrane organization (Enrichment Score or ES 3.18), regulation of Rab protein signalling (ES 2.91), reproduction (ES 2.18), cell motility (ES 2.14), motor proteins (ES2.03), neurogenesis (ES 1.77), regulation of organismal growth (ES 1.41) etc. (Dataset 1). These genes may play important role in mediating the prolongevity effects associated with lowered IIS. Together, FOXO TFs bind an overlapping set of genes in worms, flies and human.

**Figure 7:**
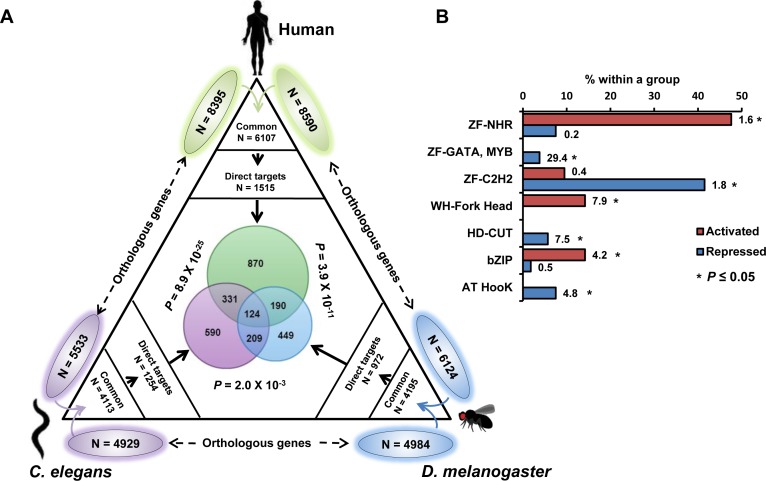
FOXO recruitment to its target genes is conserved Orthologous genes between a pair of species is shown outside the triangle. Common orthologous genes were overlapped with the binding data (direct targets) from either human FOXO, dFOXO or DAF-16 (this study) as indicated. Species-specific direct targets were overlapped and are shown in the centre of the triangle along with *P* values calculated using Hypergeometric test. **B.** Relative enrichment of different types of transcription factors that are directly activated or repressed by DAF-16. Numbers indicate R = representation score. *P ≤ 0.05 by Hypergeometric test.

### Transcription factors downstream of DAF-16 that it directly regulates

Comparing DAF-16 binding data to transcriptomics analysis indicates that DAF-16 directly regulates only a small fraction of the *daf-2(−)* transcriptome. Therefore, TFs within the directly targeted genes may act as second tier regulators that control the indirect targets of DAF-16. We found 21 TFs among upregulated and 53 TFs among down-regulated direct target genes (Figure 7B, Tables S4, S5). 

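Of the 21 genes of Table S4, 19 stand in the deposited tables on 1 line under their name. The tables name *jun-1* only by a date, so it was not counted. They list *nhr-62* on 2 lines for different gene models, so it was not counted either. These lines were looked at after the count was seen. On the line of the longer model its RPKM was 16.5 ± 0.431 (SD, n = 2) in *daf-2(−)*, 4.36 ± 0.382 (SD, n = 2) in WT and 2.89 ± 0.205 (SD, n = 2) in *daf-16(−);daf-2(−)*, which met the activated criteria, with log2 fold changes of 1.71 and 2.17, and on the other line it was under 0.5 in every library. Against WT, 18 of the 19 were higher in *daf-2(−)*, 15 of them at an unadjusted p of at most 0.05, 13 at limma's adjusted p over all genes and 14 adjusted over the list alone. Against the double mutant, 19 were higher, and all 19 passed at each of these p-values. Since the list was chosen on these libraries, the values adjusted over it are not independent evidence. The criteria of fold change and p were met in both comparisons by 3 genes (*hlh-13*, *fkh-7* and *nhr-92*, the last named after its values were seen), against the double mutant only by 10, against WT only by 2 (*nhr-88* and *nhr-76*, the second likewise), and in neither by 4. The median log2 fold change was 0.71 against WT and 1.16 against the double mutant. Relative to the median of all genes with a mean RPKM of at least 1, these were 0.99 and 1.49. Under median-ratio scaling and under quantile normalization 9 genes met the criteria, and under Baggerly's test 0, with 3 from limma at unadjusted p.

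The gene *hlh-13* had an RPKM of 4.50 ± 0.41 (SD, n = 2) in *daf-2(−)*, 0.54 ± 0.0566 (SD, n = 2) in WT and 0.485 ± 0.262 (SD, n = 2) in the double mutant, a log2 fold change of 1.83 (SE 0.20, limma adjusted p = 0.00402) and 1.90 (SE 0.20, limma adjusted p = 0.00166). The changes of *nhr-88* (chromosome II of WS230, 2976639 to 2985939) were 1.51 and 0.86, the second 1.24 and 1.30 under the 2 scalings, and those of *fkh-7* 1.24 and 1.37. The smallest changes against WT were those of *daf-16* (-0.18, and 1.94 against the strain in which it is deleted), *fkh-9* (0.33 and 0.56), *nhr-21* (0.39 and 1.17), *xbp-1* (0.45 and 0.93) and *nhr-57* (0.52 and 1.21). The change of *daf-16* against WT was 0.09 with median-ratio scaling. That of *nhr-21* against the double mutant was 0.99 without *daf-2(−)* replicate 1 or double mutant replicate 1, and that of *xbp-1* was 1.33 with median-ratio scaling and 0.77 with quantile normalization.

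All 53 genes of Table S5 have a value. Against WT, 51 were lower in *daf-2(−)*, 39 of them at an unadjusted p of at most 0.05, 27 at limma's adjusted p over all genes and 37 adjusted over the list alone. Against the double mutant, 53 were lower and all passed. The criteria were met in both comparisons by 7 genes, against the double mutant only by 27, against WT only by 1 (*ztf-6*, named after its values were seen), and in neither by 18. The median log2 fold change was -0.66 against WT and -1.09 against the double mutant. Relative to the median of all genes with a mean RPKM of at least 1, these were -0.38 and -0.76. Under both scalings 2 of the 7 genes met the criteria, *die-1* and *dpl-1* (the first named after its values were seen), and without *daf-2(−)* replicate 2 only *die-1* did. Without *daf-2(−)* replicate 1, 20 genes did.

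The RPKM of *dpl-1* (chromosome II of WS230, 9169908 to 9172563) was 5.64 and 1.97 in the *daf-2(−)* replicates and 11.8 ± 2.79 (SD, n = 2) in WT and 14.7 ± 3.99 (SD, n = 2) in the double mutant, a log2 fold change of -1.51 (SE 0.41, limma adjusted p = 0.0374) and -1.80 (SE 0.41, limma adjusted p = 0.0140). Against WT it was -0.93 without *daf-2(−)* replicate 2, under the fold change of the criteria, and -1.28 without WT replicate 2, where p was above the threshold. Against the double mutant it was -1.54 without double mutant replicate 2, with p above the threshold. The changes of *dpy-20* were -1.28 and -1.19 (against WT -0.99 without WT replicate 1, against the double mutant -0.98 without *daf-2(−)* replicate 2), and those of *pqn-47* -1.27 and -1.11 (against the double mutant -0.88 without *daf-2(−)* replicate 2). The genes *lin-40* (0.43 and -0.76) and *sptf-3* (0.33 and -0.66) were higher than in WT, and C04F5.9 (-0.30 and -0.99), *ttll-4* (-0.30 and -0.79) and ZK652.6 (-0.38 and -0.76) changed least among the others. Against the double mutant the change of C04F5.9 was -1.12 with a pseudocount of 0.1 RPKM, -1.11 without *daf-2(−)* replicate 1 and -1.19 without double mutant replicate 2, each past a fold change of 2, and -0.65 with median-ratio scaling, -0.67 with quantile normalization and -0.79 without double mutant replicate 1. Under Baggerly's test *dpl-1*, *dpy-20*, *pqn-47*, *hlh-13*, *fkh-7*, *nhr-88*, *nhr-21*, *nhr-57* and *daf-16* lost the calls that they had.

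**Figure D4:**
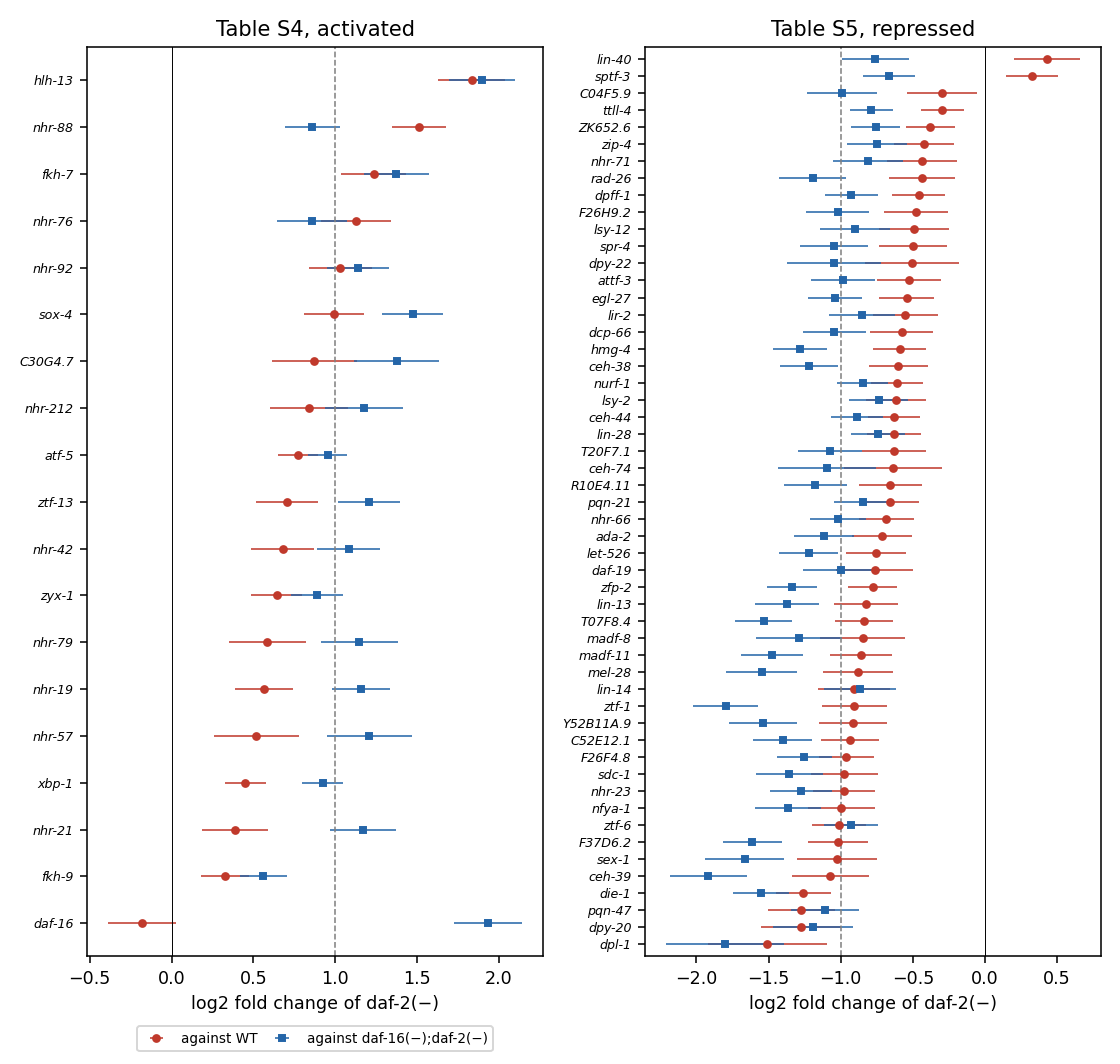
Log2 fold change of *daf-2(−)* against WT (circles) and against the double mutant (squares) for 19 transcription factors of Table S4 (left) and 53 of Table S5 (right), with bars of 1 SE and a dashed line at a fold change of 2. Against the double mutant all squares lie on the side the table names, and against WT 1 circle on the left and 2 on the right lie on the other side of 0.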

Interestingly, certain categories of transcription factors are enriched in each case. For example, among the activated genes, the winged helix forkhead TFs, the b-ZIP TFs and the zinc-finger nuclear hormone receptors are enriched. On the other hand, zinc finger containing GATA factors, C2H2 zinc-finger TFs, homeodomain CUT-like TFs and AT Hook TFs are enriched in the downregulated direct targets. Thus, DAF-16 may employ distinct categories of downstream TFs to coordinately control the indirect targets.

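In Table S4, 3 of the 21 genes (14.3%) are forkhead factors, 3 are b-ZIP factors and 10 (47.6%) are nuclear hormone receptors. The median log2 fold change of the 3 forkhead genes was 0.33 against WT and 1.37 against *daf-16(−);daf-2(−)*. Of these, 2 were higher in *daf-2(−)* than in WT (3 under both scalings) and 1 met the criteria in both comparisons. Among the 3 is *daf-16*, whose 1.94 against the double mutant follows from its deletion there. In that comparison *fkh-7* changed by 1.37 and *fkh-9* by 0.56. For the 2 b-ZIP genes with a value, *atf-5* and *xbp-1*, the medians were 0.61 and 0.94, and none met the criteria (0 by limma at unadjusted p and by Baggerly's test, 1 with median-ratio scaling). For the 9 nuclear hormone receptors with a value they were 0.68 and 1.15, all 9 were higher in both comparisons, and 1 met the criteria (4 under both scalings). The class also holds *nhr-62*, which is not among the 9. These are the shares and changes of listed genes, and no enrichment was tested, since only part of the list of direct targets it would need could be read here.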

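In Table S5, 2 of the 53 genes (3.77%) are GATA factors, 22 (41.5%) are C2H2 zinc-finger factors, 3 (5.66%) are CUT-like homeodomain factors and 5 (9.43%) are AT Hook factors. The GATA factors had a median log2 fold change of -0.06 against WT, with 1 higher and 1 lower in *daf-2(−)*, and the sign of this median changed under median-ratio scaling (0.21) and quantile normalization (0.24). Against *daf-16(−);daf-2(−)* both were lower, with a median of -0.90. For the C2H2 factors the medians were -0.69 and -1.10, 21 were lower than in WT and 22 lower than in the double mutant, and 2 met the criteria in both comparisons (1 under both scalings). All CUT-like factors were lower in both comparisons, with medians of -0.63 and -1.22, and *ceh-39*, named after its values were seen, met the criteria (under both scalings none did, 0 by limma at unadjusted p). All AT Hook factors were lower, with medians of -0.52 and -0.98, and 0 met the criteria by limma at unadjusted p or by Baggerly's test.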

## CONCLUSION

Based on this study, it appears that DAF-16 in general or some of its isoforms may remain parked in the immediate promoter proximal regions of genes that it regulates; the ones that it will eventually activate are marked with more bound transcription factor. During low IIS, due to influx of more DAF-16 molecules into the nucleus, binding at these sites increase while new regions are also recruited to. Interestingly, there is a differential requirement for FOXO consensus sequence for binding of DAF-16, with the regions that are exclusively recruited to in *daf-2(−)* having considerable variation. It is possible that different isoforms of DAF-16 have dissimilar binding consensus and may be assisted by other factors to promote/oppose binding. Our study thus highlights the complexity of gene regulation downstream of the IIS that is controlled by DAF-16/FOXO. With multiple isoforms that localize distinctly and modulate gene expression differentially, DAF-16 recruitment studied using a single isoform will not be sufficient to reveal the detailed mechanism of gene regulation by the transcription factor. On the other hand, our study using an anti-DAF-16 antibody that recognizes all the isoform will not have the adequate resolution to dissect isoform-specific regulation. In future, we envisage that studies employing isoform-specific antibodies or tagging isoforms endogenously using genome editing will be required to understand the intricate transcriptional biology of DAF-16 downstream of the IIS.

## MATERIALS AND METHODS

### Strain maintenance

Wild-type (N2 Bristol), *daf-2(e1370)* and *daf-16(mgDf50);daf-2(e1370)* mutant worm strains were obtained from Caenorhabditis Genetics Centre (Minneapolis, MN, USA). Throughout the manuscript, the *daf-16(mgDf50)* and *daf-2(e1370)* alleles are referred to as *daf-16(−)* and *daf-2(−)*, respectively. Worms were grown at 20°C unless otherwise mentioned.

### Generation of anti-DAF-16 antibody

The DAF-16 cDNA was amplified using primers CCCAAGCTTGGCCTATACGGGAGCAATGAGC and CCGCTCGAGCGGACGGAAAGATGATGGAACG and cloned in PET24b (EMD Millipore Biosciences, USA). The protein was expressed in BL21(DE3) strain of *E. coli* and purified using Ni-NTA column under denaturing conditions (8M urea) as per protocol provided by the manufacturer (Qiagen, USA). Step-wise dialysis was performed with the purified protein. After the final dialysis step in 1X PBS pH 7.5, much of the protein precipitated. The remaining protein that was left in the soluble form was used to immunize rabbits (250 μg per immunization, 6 boosters) to generate polyclonal antibodies.

### Chromatin immunoprecipitation (ChIP)

Mixed stage cultures of worms were grown on 15-20 *E. coli* OP50-seeded 150 × 15 mm NGM (Nematode Growth Media) agar petri-plates maintained at 20°C. A previously published ChIP protocol was used [7], with few modifications. Briefly, the worms were harvested from plates with 1 X PBS buffer and washed four times in the same buffer. The compact worm slurry (250 μl) was resuspended in 4 ml cross-linking buffer (1% formaldehyde in 1 X PBS) followed by homogenization with 7 ml glass Dounce homogenizer. Cross-linking was allowed to proceed for 15 min at room temperature. The homogenized worm lysate was quenched with 200 μl of 2.5 M glycine (125 mM final concentration) for 10 minutes. The worm pellet was washed four times with 1 X PBS, frozen in liquid nitrogen and stored at −80°C. The frozen pellet was resuspended and washed once in 2 ml of SDS lysis buffer (1% SDS, 10 mM EDTA and 50 mM Tris-Cl, pH 8.1) in presence of a protease inhibitor cocktail (Sigma, USA). The pellet was again resuspended in 2 ml of SDS lysis buffer and sonicated using Bioruptor Plus sonication device (Diagenode, Denville, NJ, USA) with output settings of 45 seconds on, 1 minute off at high intensity for 25 cycles in 10 ml tubes. The sonicated lysate was centrifuged at high speed for 20 minutes to collect the supernatant. Each lysate aliquot having 10 mg of protein was diluted 10 times with ChIP dilution buffer (1.1 % Triton X-100, 1.2 mM EDTA, 167 mM NaCl and 16.7 mM Tris-Cl, pH 8.0). One percent of the aliquot was saved as ‘Input sample’ and processed later along with ChIP samples. About 50 μl of salmon sperm DNA-coated protein A agarose beads (Millipore, USA) and 50 ul of pre-immune serum was added to the cell lysate and incubated for 1 hour at 4°C for preclearing. After centrifugation at 400 x g, 35 μl of anti-DAF-16 antibody was added to the precleared supernatant and incubated overnight at 4°C. Next day, the supernatant was incubated with 50 μl of salmon sperm DNA-coated protein A agarose beads for 2 hours at 4°C. The beads were transferred to a 1.5 ml micro-centrifuge tube, centrifuged at 400 x g and washed once with 1 ml of the low-salt-wash buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 150 mM NaCl and 20 mM Tris-HCl, pH 8.0), once with high salt wash buffer (same composition as of low salt wash buffer except 500 mM NaCl), once with LiCl was buffer (250 mM LiCl, 1% sodium deoxycholate, 1mM EDTA, 10 mM Tris-Hcl, pH 8.0) and three times with 1 X TE. ChIP-ed DNA was eluted with 500 μl elution buffer (1% SDS, 0.1 mM NaHCO_3_) by heating at 45°C for 10 minutes. Simultaneously, 400 μl of elution buffer was added to the input samples. 50 μl of 5M NaCl was added to each sample and kept for reverse cross-linking overnight at 65°C. Next day, 25 μl (1 mg ml^−1^) of DNase-free RNase (Roche Pharmaceuticals, Switzerland) was added and incubated at 37°C for 2 h. Then, 10 μl of 500 mM EDTA, 20 μl of 1 M Tris-HCl (pH-6.5) and 10 μl of proteinase K (20 mg ml^−1^) was added and incubated at 45°C for 2 h. The DNA was purified using phenol-chloroform and dissolved in 10 μl (for ChIP sample) or 30 μl (for input sample) of 10 mM Tris-Cl pH 8.0. The expected range of sonicated DNA was confirmed by running 3 μl of the input sample in a 2% agarose gel. The samples were stored at −80°C either for ChIP-PCRs or Next Generation Sequencing library preparations. All ChIP experiments were done with at least three biological replicates (each biological replicate with two technical replicates) and multiple samples were pooled for sequencing library preparation.

### Quantitative real-time PCR

The enrichment of DAF-16 on the promoter regions of known or newly identified genes was determined by quantitative real time PCR (qRT-PCR) using the Mesagreen MasterMix (Eurogentec, Belgium) and Realplex PCR system (Eppendorf, USA) according to manufacturer's specifications. The list of primers are provided in Table S6. The relative enrichment in *daf-2(−)* was determined after normalization with input and then compared with input-normalized *daf-16(−);daf-2(−)*. Fold change was calculated using ΔΔCT method [36] and statistical analysis was performed using SigmaPlot 10.0 (Systat software, USA).

### Construction of next generation sequencing libraries

ChIP-ed DNA (1 μl) was quantified with Quant-iT™ dsDNA HS Assay Kit in a Qubit^®^ fluorementer (Invitrogen, USA). A total of ∼10 ng of DNA was used as a starting material for library preparation according to the manufacturer's instructions (Illumina, San Diego, CA, USA). Briefly, the DNA was end-repaired, ‘A’ tailed and adapters were ligated to both ends. The DNA was purified using MinElute PCR Purification Kit (Qiagen, USA) and size-selected in the range of 200 ± 50 bp after running in a 2% UltraPure™ Low Melting Point Agarose (Invitrogen, USA). The DNA was extracted from the gel using a Gel Extraction Kit (Qiagen, USA), then PCR amplified for 18 cycles using Illumina-supplied PCR primers 1.1 and 2.1 and purified with Qiagen MinElute PCR Purification Kit. The library was validated using a High Sensitivity DNA Kit and High Sensitivity DNA Reagents on a 2100 Bioanalyzer (Agilent Technologies, USA).

### Next generation sequencing and analysis of ChIP-seq data

The ChIP or Input DNA was sequenced on a single lane of an Illumina Genome Analyzer IIx (GA IIx) for 36 cycles. Imaging, base calling and quality scoring were performed as per standard manufacturer's guidelines (Illumina, USA).

The de-multiplexing and conversion of BCL file format reads to FASTQ file format was done with Illumina-supported CASAVA v1.8.2 software package. Adapter and quality trimming was done with Cutadapt v1.2 using the parameters -m 15 -q 10 —quality-base 30. Quality-filtered reads were aligned to the *C. elegans* annotated reference genome (WS230) using Bowtie v.0.12.7 with parameters: -q -m 1 —best —strata. Peak calling was performed with uniquely-aligned reads, containing no more than one mismatch, using peak calling algorithm MACS v1.4.2 with parameters: —mfold = 5,30 —bw = 175 -w [37]. Statistically significant enriched peaks were selected with 5% FDR cut-off.

Assignment of DAF-16 peaks to the target genes was performed using PeakAnnotator, a PeakAnalyzer utility tool v1.4 [38]. The ChIP-seq peak summit (defined using MACS) was associated with a nearby gene transcription start site (TSS) and includes both coding as well as non-coding genes. In case of the presence of multiple genes in the vicinity of a summit, assignment was made to the closest TSS. For further analysis, peaks positioned within a window of 2.5 kb upstream or 300 bp downstream of a TSS were selected.

### Metadata analysis

Following peak calling using MACS, the location of the reads were shifted towards 3′ direction based on the mean fragment size [171 base pairs for WT, 158 base pairs for *daf-2(−)*, 200 base pairs for *daf-16(−);daf-2(−)*]. The genome was divided into 25-bp non-overlapping bins and the number of uniquely mapped reads in each bin was determined. The read counts per bin were normalized to the total number of uniquely mapped reads, both in the ChIP and input samples. The normalized input read counts were subtracted from the respective ChIP sample read counts, within each bin. To evaluate the average DAF-16 binding among different samples, the normalized genome-wide read counts were further quantile normalized, for statistical comparison, using preprocess Core R package. The bin containing each DAF-16 peak summit (determined by MACS) was identified and the mean normalized read count was determined for that bin. This procedure was repeated for 20 bins that were situated both upstream as well as downstream of the peak summit (25 bp × 20 = ± 500 bp). To show the spread of DAF-16 binding with respect to each peak, the above normalized read counts were plotted as heat map using MeV v.4.9. To visualize the aligned data as wig files (as in Figure 1A, S2), UCSC genome browser was used.

### *de novo* motif discovery

DAF-16 peaks assigned to promoters were used for *de novo* motif discovery. The sequences of the complete peak region were retrieved by Galaxy [39]. *De novo* motifs were identified using the peak motifs module of RSAT (Regulatory Sequence Analysis Tools) [18, 40] by using the following parameters: cut peak sequences ± 1000 bp, discover motifs with oligo and position analysis with oligomer length above 6-8 bp, Markov order (m = 2), five motifs per algorithm searched on both stands. We also analyzed the data using MEME (Multiple Em for Motif Elicitation) [41] and obtained similar results; only RSAT analysis is shown in the manuscript. Similar motifs were clustered with Cytoscape [42] by using the input files from RSAT. The motif with the highest number of edges and strongest correlation index was selected for further analysis. The selected motifs were then compared with the JASPAR [43] or TRANSFAC database Professional version 9.3 (http://www.biobase.de) to determine their identity.

### *In silico* validation of the discovered motifs

The discovered motifs were used to scan all the DAF-16 peak sequences (DAF-16 peak summits ± 250 bp) using the pattern matching module of RSAT, assuming that there is no more than one true binding site in the target sequence. Similar parameters were also considered for random promoters and genomic regions that were used as controls. Selections of the matched sequences were performed with a *P*-value ≤ 10^−5^ (based on the Markov model) with *C. elegans* reference genome WBcel230 as a background. The best match for the motifs (PSSMs match or weight score) was selected for downstream analysis including inter-motif distances *etc*. The statistical significance of the difference between the frequency of occurrence of the motifs within DAF-16 peaks lying in the promoter regions and the same number of randomly chosen promoter sequences was calculated using unpaired student *t*-test. We also calculated the ‘r’ or ratio of frequency of a motif's occurrence within the peak sequences to the random promoter sequences to evaluate the relative enrichment.

### Inter-motif distances

For this, the central co-ordinates of the sequences that matched the motifs were first determined. The relative position (distance) of the central co-ordinates of one motif was determined with respect to the other, with due consideration to the strandedness of the promoter. These distances were used to plot the histogram (Figure 6D, 6F) where DAF-16 motif positions were used as the reference point. Similar process was also followed to plot the relative positions of DAF-16 motifs with respect to peak summits (Figure S5A) and while comparing the relative positions of DAF-16 summits in *daf-2(−)* vs WT (Figure 3A).

### RNA-seq analysis and correlation with ChIP-seq data

For RNA isolation, mixed culture of worms was grown on *E. coli* OP_50_-seeded 90 mm NGM agar plates. The pellet was collected, after washing four times in M9 buffer, in 250 μl TRIzol reagent (Invitrogen, USA) and stored at −80°C. Total RNA was isolated as per manufacturer's recommendation.

Multiplexing was used while sequencing RNA with the help of indexed adapters as provided by manufacturer (Illumina, USA). Before library preparation, the quality of the RNA was checked on a 2100 Bioanalyzer by using the RNA 6000 Nano Kit (Agilent Technologies, USA). RNA with RNA integrity number (RIN) > 9 was selected for library preparation. The RNA library was prepared using the TrueSeq RNA SamplePrep V2 kit (Illumina, USA) according to manufacturer-provided specifications.

RNA-sequencing of WT, *daf-2(−)* and *daf-16(−);daf-2(−)*strains were performed using Illumina GAIIx. After de-multiplexing and adaptors trimming, reads were aligned to the annotated reference genome (WS230) using CLC Genomics Workbench v.6.5.1 and levels of the mapped genes (RPKM, Reads Per Kilobase of exon model per Million mapped reads) [44] were calculated using default parameters. Significant fold changes (*P*≤ 0.05, fold change ≥ 2) were selected by applying beta-binomial Baggerley's test [45]. Significance of overlap between different gene lists was calculated by hypergeometric distribution using GeneProf [46]. The fold enrichment of DAF-16-bound differentially expressed genes (DDEG) (*P*≤ 0.05, fold change ≥ 2) was calculated as follows: (number of DDEGs/number of DEG)/(number of DAF-16-bound expressed genes/number of expressed genes) (Figure 2B). Genes with RPKM >0 in the *daf-2(−)* and *daf-16(−);daf-2(−)* samples were considered as expressed genes. 

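An RPKM above 0 was found for 16635 genes in every *daf-2(−)* and *daf-16(−);daf-2(−)* library, for 18625 genes in at least 1 library of each of these strains, and for 20378 in at least 1 of the 4 libraries. Of the 16635 genes, 2421 had a mean RPKM under 1 over these 4 libraries. Per library, between 18275 and 18654 genes were above 0, the numbers that Table S3 gives, and between 13698 and 14419 had at least 1 RPKM. The fewest genes with at least 1 RPKM and the lowest median RPKM of the genes above 0 (5.52) were those of *daf-2(−)* replicate 2, and in the other 5 libraries this median lay between 7.03 and 8.08.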

Further, the average mRNA fold change was calculated only for the genes having either single or double DAF-16 peaks within 0.5 kb promoter (Figure S1D).

### Data availability

The sequencing data is available to the readers at the following links:

ChIP-seq-GSE63865

http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=ktsdemoqjjuxpqb&acc=GSE63865

RNA-seq-GSE67975-

http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=ypwjukqithsljaz&acc=GSE67975

List of genes generated for detailed analysis shown in the manuscript is being provided as Data Set 1.

### Phenotypic analysis

#### Oxidative stress

Following hypochlorite treatment, eggs of *daf-2(e1370);rrf-3(pk1426)* were grown on RNAi-seeded NGM agar plates till they reached gravid adult stage. These worms were then transferred to respective RNAi plates that were overlaid with FUDR (final concentration of 50 μg/ml) and maintained at 20°C till Day 5 of adulthood. Approximately 10-12 adult worms were dispensed into each well of a 24-well tissue culture plate containing 400 μl of 100 mM paraquat (Sigma, USA) in 1X M9 buffer containing cholesterol. Worms were scored for survival at the 50th hour following the commencement of the experiment and those that failed to respond to gentle prodding were scored as dead. Data is presented as survival on 50th hour ± SD for each RNAi. Statistical analysis performed using Student's *t* test and is plotted in Figure 6C.

#### Heat stress

After hypochlorite treatment, eggs of *daf-2(e1370);rrf-3(pk1426)* were grown on the different RNAi as above. Approximately 100 animals per RNAi were upshifted to 30°C and scored for survival by gentle touching with a platinum wire every 6th hour. Statistical analyses for survival were conducted using Mantel-Cox log rank test through OASIS software available at http://sbi.postech.ac.kr/oasis [47] and plotted in Figure 6C.

#### Dauer

Dauer assay was performed at 22°C in the liquid culture containing RNAi feed. An RNAi mini-library was prepared for direct targets of DAF-16. A day before setting up the assay, the bacterial glycerol stocks from the library were inoculated in 500 μl LB containing 100 μg/ml ampicillin in a 96-deep-well plate and incubated for 16 hours at 37°C with shaking at 240 rpm. After incubation, the culture was induced for an hour with IPTG at a final concentration of 4mM. The culture was then pelleted and resuspended in 250 μl NGM containing 100 μg/ml ampicillin and 4 mM IPTG. About 60 μl NGM RNAi per well was dispensed into a flat-bottomed 96-well plate in triplicate. Approximately 10-15 L1 starved *daf-2*(*e1370);rrf-3(pk1426)* animals were added to each well in a maximum volume of 10 μl. The worms were then maintained at 22°C with constant shaking at 200 rpm. On 5^th^ day of the experiment, the worms were scored for dauer formation. The percentage dauer formation (6 wells for each RNAi) was calculated and compared to control RNAi-treated worms. Statistical analysis was performed using Student's *t* test and is plotted in Figure 6C.

#### Fat storage

Fat storage was determined in fixed worms using Oil Red O [48, 49]. Briefly, worms were synchronized using hypochlorite treatment and strains were grown on different RNAi plates till L4-YA stage. The worms were then washed and resuspended in 120 μl 1X PBS. To this an equal volume of 2X MRWB buffer (160 mM KCl, 40 mM NaCl, 14 mM Na_2_EGTA, PIPES pH 7.4, 1 mM Spermidine, 0.4 mM Spermine, 2% Paraformaldehyde, 0.2% beta-mercaptoethanol) was added and the same was incubated with shaking for 45 minutes. The worms were subjected to three freeze-thaw cycles in dry ice/ethanol bath, pelleted and washed with 1XPBS. Oil Red O was prepared as a stock solution 5mg/ml stock in isopropanol and equilibrated on a rocker shaker for several days. The working stock of Oil Red O was prepared by diluting the equilibrated stock to 60% using water and allowed to stand for 10 min following which it was filtered using a 0.22 μm filter. The Oil Red O stain was added to the fixed worms and the suspension incubated overnight on a shaker at room temperature. Following this, worms were washed twice with 1X PBS and mounted on 2% agarose slides for visualization using a AxioImager M2 microscope (Carl Zeiss, Germany) fitted with Axiocam MRm camera. The intensity of staining was quantified using NIH ImageJ software; statistical analysis was performed using Student's *t* test and plotted in Figure 6C.

## SUPPLEMENTARY FIGURES AND TABLES

# Supplementary material for: Genome-wide endogenous DAF-16/FOXO recruitment dynamics during lowered insulin signalling in C. elegans
**Source:** Oncotarget. 2015 Nov 2;6(39):41418–33. doi: 10.18632/oncotarget.6282
**Supplement:** Supplementary file 1

# Genome-wide endogenous DAF-16/FOXO recruitment dynamics during lowered insulin signalling in *C. elegans*

## Supplementary Material

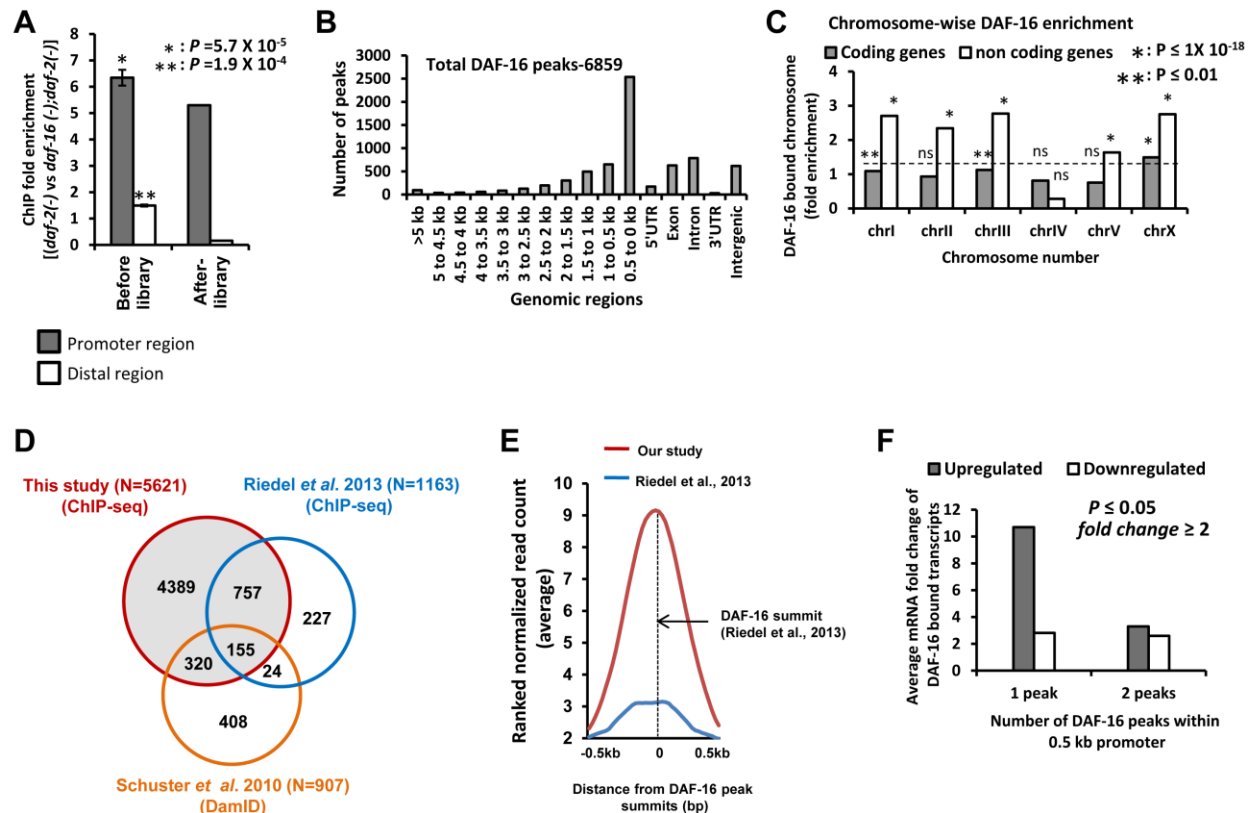

**Figure S1:** (A) ChIP was performed using *daf-2(-)* or *daf-16(-);daf-2(-)* cross-linked lysates. Quantitative real-time PCR (QRT-PCR) was used to determine the fold enrichment of DAF-16 binding to *sod-3* promoter (grey bar) or distal region (white bar) in *daf-2(-)* that was normalized to *daf-16(-);daf-2*, both before and after ChIP-seq library preparation.  $P$  calculated using Student's  $t$  test

(B) Distribution of all the DAF-16 peaks in *daf-2(-)*

(C) Higher enrichment of DAF-16 binding near non-coding genes on all chromosomes except chr-IV

(D) Comparison of genes that are bound by endogenous DAF-16 (this study) with earlier studies that employed either ChIP-seq [6] or DamID [5] using tagged DAF-16 overexpression strains

(E) Ranked normalized read counts in *daf-2(-)* from this study and that of previous ChIP-seq using overexpression strain [6] were plotted against the distance from the peak summits ( $\pm 0.5$  kb).

(F) Average mRNA fold change of genes activated or repressed in *daf-2(-)*. The genes were categorized so that they either had one or two DAF-16 peaks within 0.5 kb proximal to TSS.

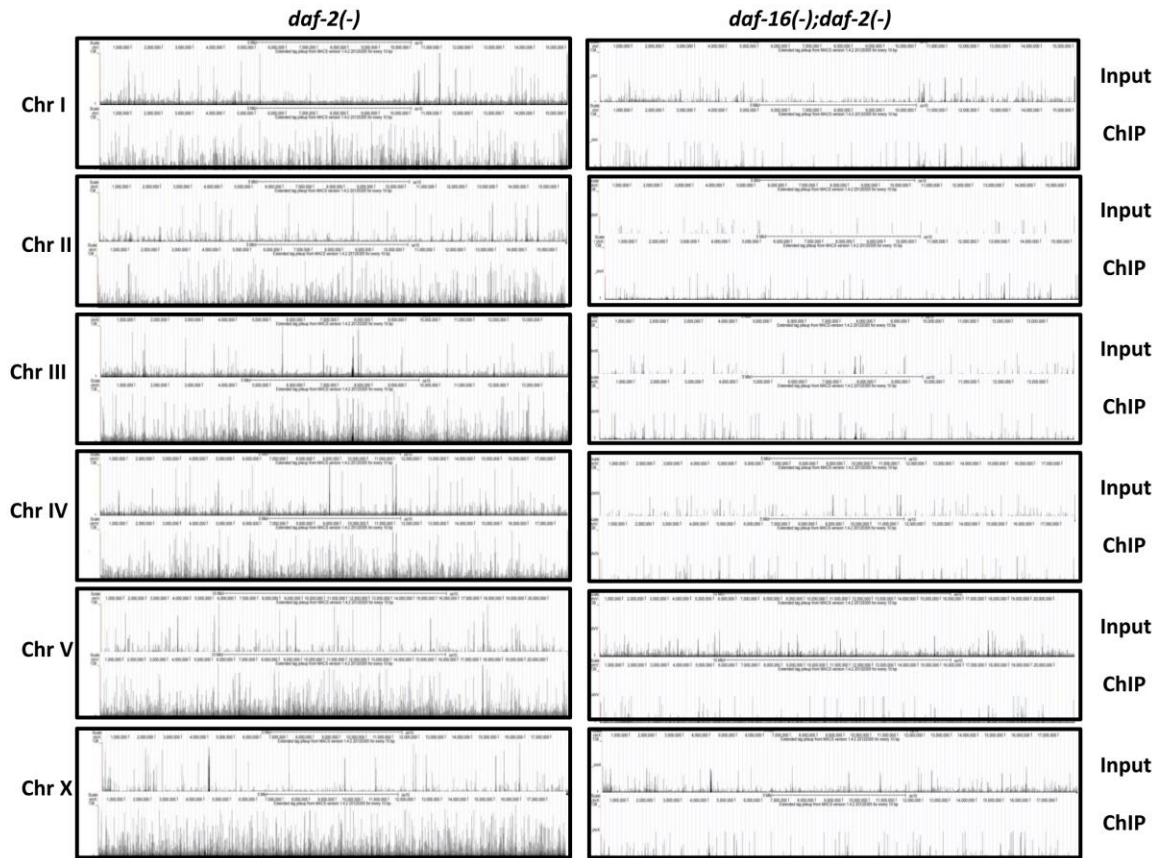

**Figure S2:** UCSC genome browser view of DAF-16 ChIP-seq data from *daf-2(-)* and *daf-16(-);daf-2(-)* for all the chromosomes showing enrichment of DAF-16 binding.

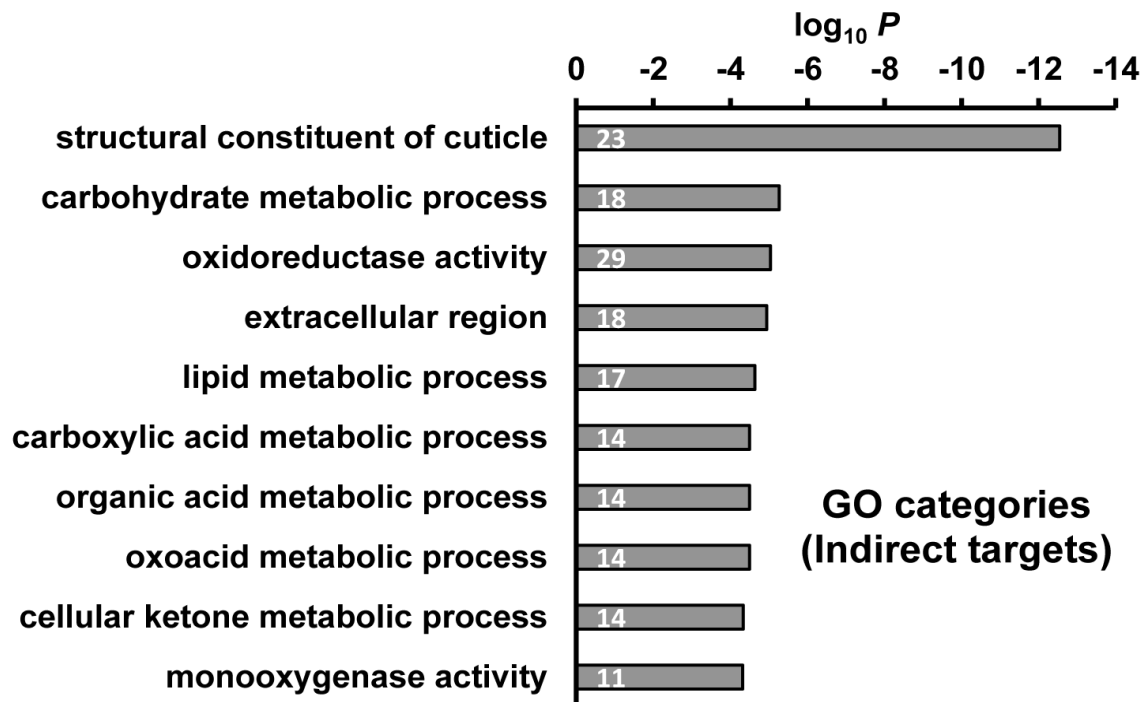

**Figure S3:** Gene Ontology analysis of DAF-16 indirect targets using DAVID. Genes functioning in metabolic processes are enriched.

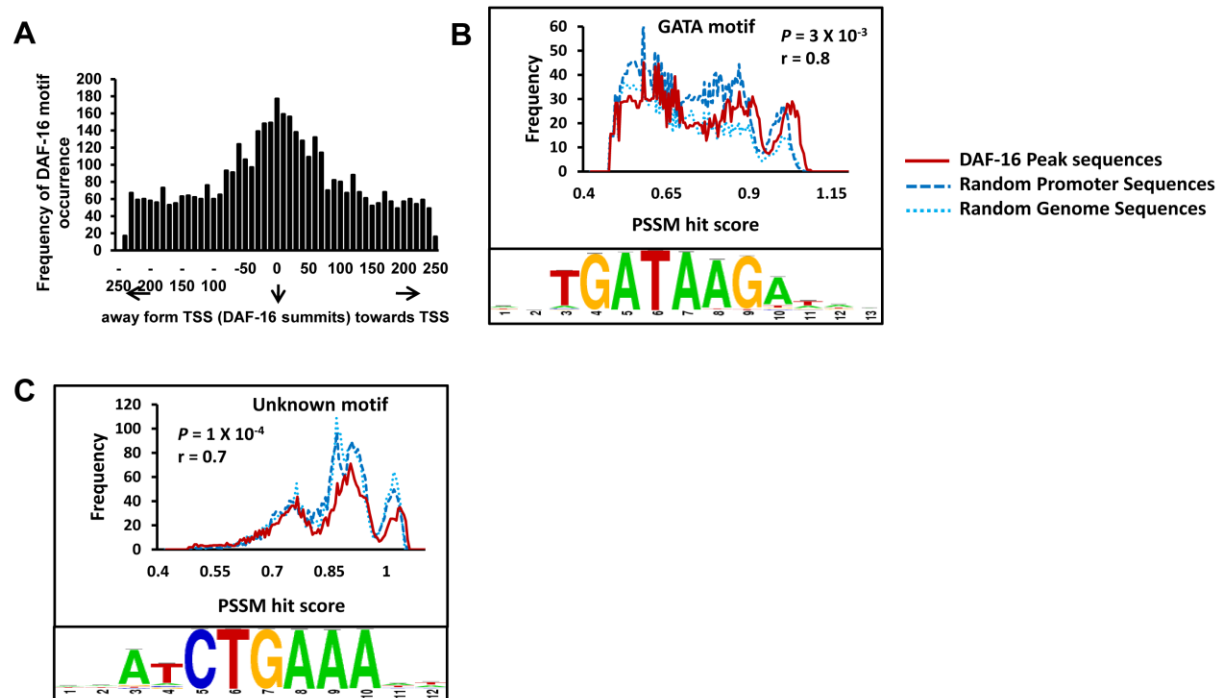

**Figure S4:** (A) Frequency of occurrence of DAF-16 motif with respect to DAF-16 summits.

(B) Upper panel shows the frequency of GATA motif (red) within the DAF-16 peaks as compared to random sequences (blue). Lower panel contains the consensus GATA motif identified by RSAT.

(C) Upper panel shows the frequency of an unknown motif (red) within the DAF-16 peaks as compared to random sequences (blue). Lower panel contains the consensus of the unknown motif identified by RSAT.

*P* values calculated using unpaired student's *t* test.

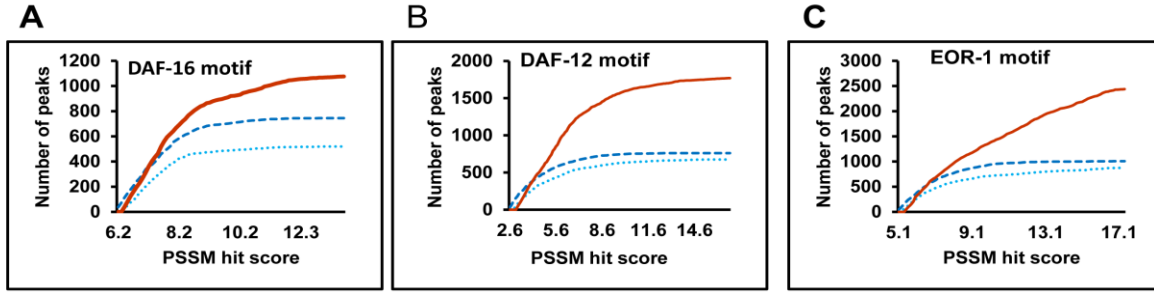

**Figure S5:** Graphs showing the number of DAF-16 peak having either DAF-16 (A), DAF-12 (B) or EOR-1 (C) motifs with respect to their PSSM hit score. The cut-off for PSSM hit score is  $P \leq 1 \times 10^{-4}$ .

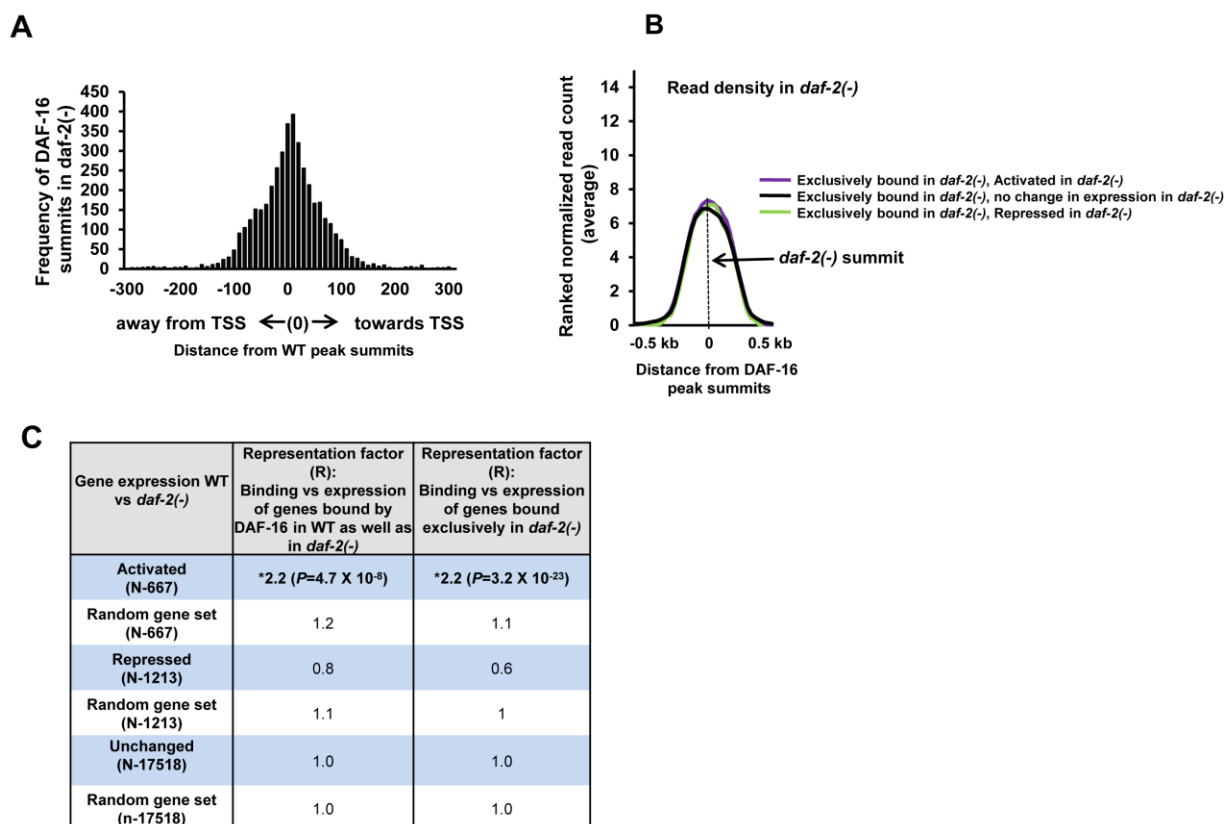

**Figure S6:** (A) Histogram depicting the frequency of DAF-16 summits in *daf-2(-)* with respect to distance from the DAF-16 summits in WT (only peaks common in both WT and *daf-2(-)* were considered).

(B) Genes whose promoters are bound by DAF-16 exclusively in *daf-2(-)* have similar recruitment profiles irrespective of their expression levels compared to WT. Ranked normalized read counts in *daf-2(-)* were plotted against the distance from the peak summits ( $\pm 0.5$  kb). These genes were categorised as activated, repressed or no change based on their expression in *daf-2(-)* compared to WT.

(C) Correlation of direct DAF-16 binding to the promoters of coding genes [bound exclusively in *daf-2(-)* or in both WT as well as in *daf-2(-)*] with their transcription. Numbers indicate representation factor (R). Genes that have DAF-16 bound to promoters under low IIS are significantly upregulated. R without  $P$  values are  $\geq 0.01$ . \*  $P$  values calculated using hypergeometric test.

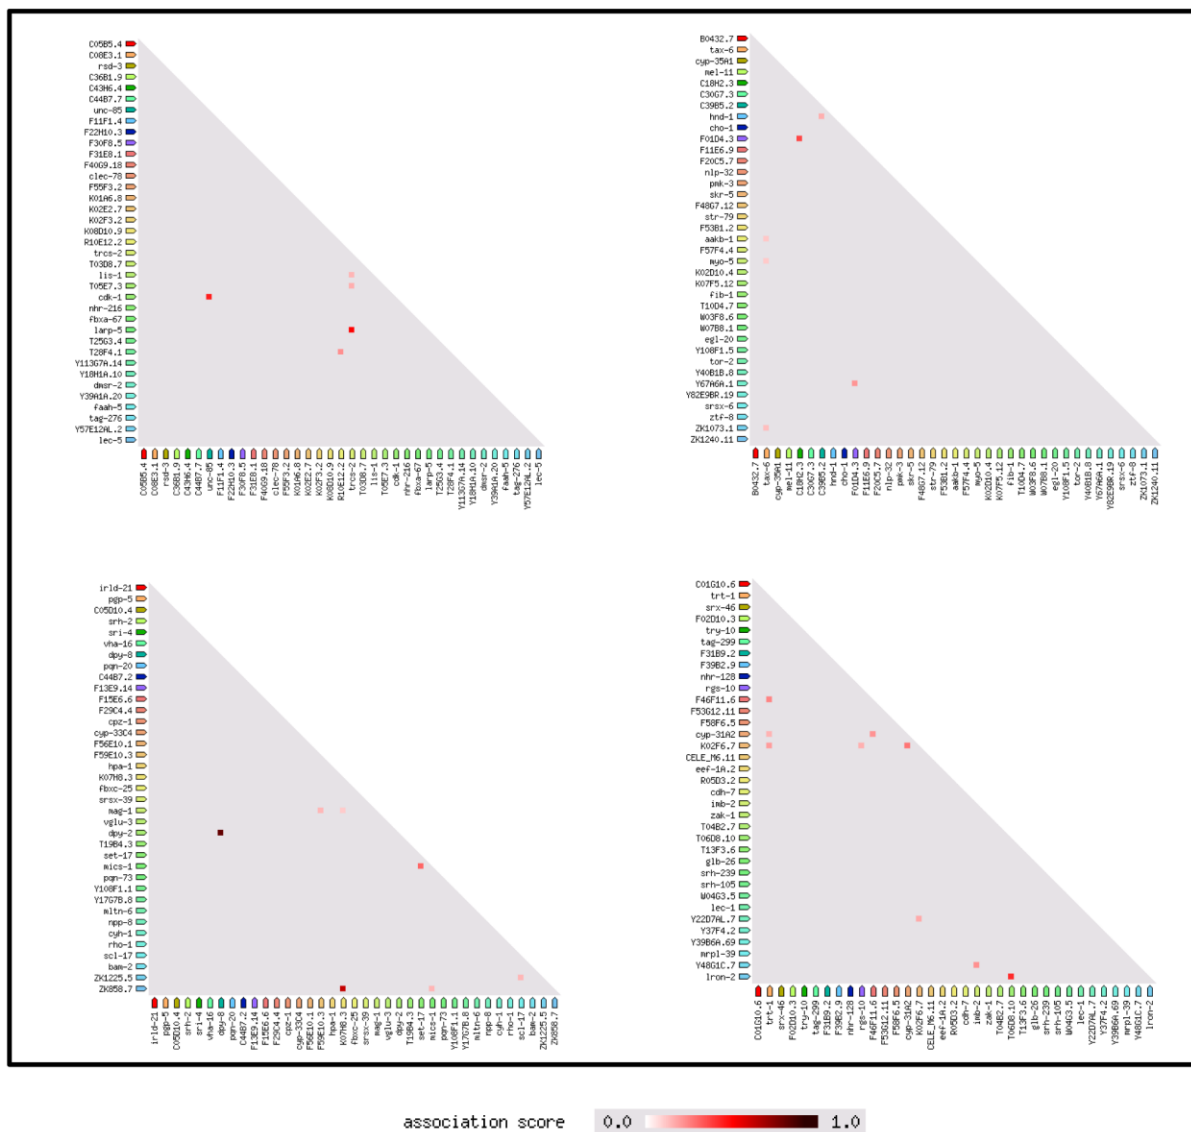

**Figure S7:** Co-expression analysis of four sets of randomly chosen 37 genes using STRING database version 10. No significant co-expression is noticed for most of the genes.

**List of Supplementary tables:**

Table S1: Summary of the ChIP-sequencing and mapping

Table S2: Summary of DAF-16 peaks

Table S3: Summary of RNA sequencing and mapping

Table S4: Second tier of regulators directly bound and activated by DAF-16

Table S5: Second tier of regulators directly bound and repressed by DAF-16

Table S6: Primers used in this study

Table S7: Phenotypic analysis following knocking down of 37 "core" DAF-16 direct targets. The P-values are plotted in Figure 6C.

Data set 1: All experimental details

How the deposited data were processed for this re-analysis (not part of the article)

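The deposited RNA-seq tables of WT, *daf-2(−)* and *daf-16(−);daf-2(−)* were used, with 2 replicates per strain from mixed-stage cultures grown at 20 °C. The authors trimmed adaptors, aligned the reads to the annotated WS230 genome in CLC Genomics Workbench and calculated RPKM per gene with default parameters. The deposited RPKM are given mostly to 2 decimals. The paper's text names no handling of reads that match several genes and no use of strand. The authors selected genes by Baggerly's test and tested overlaps by the hypergeometric distribution. RPKM does not keep the counts, so no count model was fitted and no interval for counting error was computed. Table S3 gave the depth of each library.

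The 3 tables were joined by gene name, and a gene absent from a table was taken as 0 in both replicates of that strain. The 6 names that occur on more than one line of a table were left out. In the joined table 109 entries carry a position after the gene name, and each was tested as a gene of its own. The 20661 remaining entries, called genes here, were tested in R 4.3.3 with limma 3.58.1 on log2(RPKM + 1), with a trend of the spread on mean expression and 1 fit over the 6 libraries (3.86 prior degrees of freedom). A comparison was called at an unadjusted p of at most 0.05 and a fold change of at least 2, the thresholds of the paper, and counts at limma's Benjamini-Hochberg adjusted p are given beside. Activated genes are higher in *daf-2(−)* than in WT and than in the double mutant, and repressed genes are lower than in both. The chance level of the overlap between these comparisons was simulated in 100 sets, since both use the same *daf-2(−)* libraries.

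The method was tested on simulated data with 200 of 20661 genes changed 4-fold in *daf-2(−)* against both other strains. The changed genes were drawn only from genes above a set expression level, so recovery of weakly expressed genes was not measured. The noise was drawn from limma's own model of the spread, which may favour limma over Baggerly's test. Limma recovered 99% of the activated and 97% of the repressed genes with 26 other genes called, and 5.08% of the unchanged genes had a p of at most 0.05. Baggerly's test, written here from its published form, recovered 50% and 40% with 3 others called, and gave 2.19%.

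The choices made before the data were examined were the test and its thresholds, the alternatives, the rule for named genes and 6 lists of genes of germline, sperm, embryo, adult, larva and dauer, written from general knowledge of *C. elegans*. The named genes are those the results name (*daf-16*, *daf-2*, *sod-3*, *nnt-1*, *far-7*, *hil-1*, *daf-12* and *eor-1*), the 3 genes with the largest change in *daf-2(−)* against WT in each of Tables S4, S5 and S7, up to 5 genes of each table that fail the criteria by the smallest change, and the 5 genes with the largest change in each direction among those called in both comparisons, with a mean RPKM of at least 10 and both *daf-2(−)* libraries beyond the libraries of both other strains. Tables S4, S5 and S7 had been seen when the rule was written. They give no expression values of these libraries.

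The alternatives were a pseudocount of 0.1 or 0.5 RPKM, filters on low or missing values, median-ratio scaling and quantile normalization, adjusted p-values, the ratio of group mean RPKM without a pseudocount, limma without the trend, a separate fit for each pair of strains, the replicate number as a block, Baggerly's test and each library left out in turn. Calls from *daf-2(−)* against the double mutant alone were added after the data had been seen. Gene lists were compared with 10000 random lists of the same size matched on mean expression and with limma's fry over 6 lists. Exon lengths and overlaps came from the WBcel235 annotation, another build than WS230. They were matched by name for 93.7% of the genes, and no coordinates of the builds were combined. Positions are those of WS230 in the part of the paper's Data set 1 that could be read.

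The binding data were not analysed. The tables of RPKM hold none, and only part of the list of bound genes in Data set 1 could be read, so direct targets were taken only as listed in Tables S4, S5 and S7. Enrichment of bound genes, of motifs and of transcription factor classes was left out for this reason.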

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

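The tests of gene length, of germ cell number, of younger animals, of oocyte number, of dauer larvae and of the double mutant against WT were chosen only after the result was seen, while the 6 gene lists were planned, and scaling and leaving out a library were planned as alternatives for the gene counts and applied to these results only afterwards.

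The paper does not report genes of the germline. The 33 oocyte and hermaphrodite germline genes had a median log2 fold change of -1.27 in *daf-2(−)* against WT and -2.01 against *daf-16(−);daf-2(−)*. Of 10000 random lists matched on expression, 0% were as low in either comparison, with medians of -0.22 and -0.25. In each comparison 32 of the 33 genes were lower, and 23 were repressed genes. Limma's fry gave an FDR over 6 lists of 0.0206 and 0.0127. In the double mutant against WT all 33 genes were higher, with a median of 0.82 (limma's fry FDR 0.164). None of the 33 is listed in Tables S4, S5 or S7, and all were above 1 RPKM in every library.

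A shift of whole libraries was argued against as the whole cause by the median of -0.99 against WT after median-ratio scaling, where matched random lists had 0.06. The lower depth of *daf-2(−)* replicate 2 was argued against by the median of -1.04 without it. Gene length was argued against by random lists matched on expression and length, whose median was -0.27. Fewer germ cells of every kind were argued against by the 30 sperm genes, which were higher than in WT, with a median of 0.43 (limma's fry FDR 0.0462, 24 of 30 higher), and against the double mutant had a median of 0.06 (limma's fry FDR 0.795, between -0.13 and 0.21 with 1 library left out). Younger animals, as far as these are moulting larvae, were argued against by the larval cuticle and moulting genes, of which 14 of 14 were lower. Their median was -1.16 against WT and -1.05 against the double mutant (limma's fry FDR 0.0290 and 0.0485). The list does not mark dauer larvae or young adults before oocytes form, so a younger mix of those kinds stays open. Fewer oocytes and lower expression in each oocyte cannot be told apart by the median of -2.01 against the double mutant, since each culture was a mix of stages and was sequenced whole. A candidate explanation is that the *daf-2(−)* cultures held fewer oocytes or fewer gravid adults. Lower expression through DAF-16 stays open beside it. The 8 adult yolk protein and cuticle genes did not go with fewer adults, with medians of 0.32 against WT and 0.30 against the double mutant. For early embryonic genes, limma's fry gave lower expression in both comparisons (FDR 0.0192 and 0.0127). The medians of both lists lay within those of random lists, so neither decides it. Shared reads among paralogs were not tested.

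The 4 dauer cuticle and desiccation genes, which the paper does not report, were higher in *daf-2(−)*, with a median log2 fold change of 3.10 against WT and 2.67 against the double mutant, and 0% of random lists were as high. All 4 were higher in both comparisons (limma's fry FDR 0.0206 and 0.0134) and 3 were activated genes. The RPKM in the *daf-2(−)* replicates was 13.6 and 35.6 for *col-2*, 16.3 and 42.5 for *col-40*, 1.67 and 5.62 for *cut-1*, and 126 and 117 for *lea-1*. Only *lea-1* was above 1 RPKM in every library, so the list rests on few genes and 3 of them are weakly expressed outside *daf-2(−)*. The shift of whole libraries went down in *daf-2(−)*, against the direction of this rise. Median-ratio scaling could therefore only raise the median, to 3.30, and is no separate test. The *daf-2(−)* replicate 2 as the only source was argued against by the median of 2.44 without it. Dauer larvae in these cultures and higher expression in other stages cannot be told apart by the median of 2.67, as the cultures held several stages. Both may contribute, and the collagen genes belong to a family whose members share sequence.

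The paper does not report the double mutant against WT. In this comparison 294 genes were higher and 152 lower at limma's unadjusted p, and 24 and 8 at the adjusted p. With median-ratio scaling 198 were higher and 206 lower (40 and 24 adjusted), and with quantile normalization 205 and 206 (31 and 23). With 1 library left out, between 230 and 421 genes were higher and between 92 and 383 lower at unadjusted p, and 0 passed limma's adjusted p in either direction. The number lower was 383 without double mutant replicate 2, 99 without WT replicate 2 and 92 without double mutant replicate 1. A shift of whole libraries and a true difference cannot be told apart by the 198 and 206 genes after scaling, since scaling sets the middle of the libraries equal whatever the cause, and at the adjusted p more genes were still higher (40) than lower (24). The oocyte genes, with a median of 0.82, also go in its direction, so a different mix of stages stays open. An effect of the mutations themselves, which the design names, also stays open and was not tested.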

How the results depend on the processing

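Calls from *daf-2(−)* against *daf-16(−);daf-2(−)* alone were tests chosen only after the result was seen, and the other alternatives were planned.

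The deposited RPKM gave 768 activated and 1208 repressed genes. The activated genes stayed within 1.5 times 768 and the repressed genes within 1.5 times 1208 with a pseudocount of 0.5, with 3 filters on low or missing values, with adjusted p-values, without the trend and with separate fits. For the settings that moved a result further, the cause was not tested unless it is stated.

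With a pseudocount of 0.1 RPKM there were 2147 repressed genes, 2869 genes lower in *daf-2(−)* than in WT and an activated representation factor of 8.92, and 12 genes of Table S5 met the criteria (11 with 0.5 RPKM). From ratios of mean RPKM without a pseudocount, 2092 genes were repressed, 1508 higher and 2869 lower than in WT, and 13 genes of Table S5 met the criteria. A smaller pseudocount gives larger fold changes by construction.

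Median-ratio scaling gave 1255 activated and 463 repressed genes. Against WT 1562 genes were higher and 742 lower, and against the double mutant 1997 and 1682. The representation factors were 8.31 and 7.66, and 9 genes of Table S4 and 2 of Table S5 met the criteria. The scale factors were 0.926 and 0.786 for the *daf-2(−)* libraries and between 1.01 and 1.18 for the others. Quantile normalization gave 540 repressed genes, 857 genes lower than in WT, 1687 lower than in the double mutant and a repressed factor of 7.72, and again 9 and 2 genes of Tables S4 and S5. Of the 1208 repressed genes 463 and 512 stayed repressed under these scalings, and of the 768 activated genes 768 and 710 stayed activated. Both scalings hold the middle of the libraries equal, so they would also remove a true lowering of most genes in *daf-2(−)*.

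Baggerly's test gave 269 activated and 153 repressed genes, all among those of limma. Only the p-value was Baggerly's and the fold changes stayed those of limma, so this containment is partly built in. Against WT 376 genes were higher and 322 lower, against the double mutant 427 and 1390, and the activated factor was 34.6. It called 17 genes of Table S7, 0 of Table S4 (3 by limma at unadjusted p) and 1 of Table S5. In the simulated data, with noise drawn from limma's model, it recovered 50% of the activated genes, where limma recovered 99%.

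With each library left out in turn, where the lone library of a strain is assumed to vary like the others, activated genes lay between 601 and 837 and repressed genes between 538 (without *daf-2(−)* replicate 2) and 1938 (without *daf-2(−)* replicate 1). Genes lower than in WT lay between 753 (without *daf-2(−)* replicate 2) and 2388 (without *daf-2(−)* replicate 1), and genes of Table S5 that met the criteria between 1 (without *daf-2(−)* replicate 2) and 20 (without *daf-2(−)* replicate 1). Of the 1208 repressed genes 509 stayed repressed without *daf-2(−)* replicate 2, and of the 768 activated genes 609 stayed activated.

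From *daf-2(−)* against the double mutant alone, 1168 genes were higher and 3267 lower at a fold change of at least 2, with 13 genes of Table S4 and 34 of Table S5. With no minimum fold change it was 2581 and 6596, with 19 and 53.

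The replicate number as a block gave 772 activated and 1212 repressed genes. The deviations of same-numbered libraries from their strain means correlated at 0.109, 0.158 and -0.163, so the numbers do not pair the libraries.

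For the named genes, 1387 of 1440 values under the alternatives stayed on their side of the criteria, 44 fell below the criteria, 9 newly passed them and 0 values that had passed reversed. Among the 1387, 13 values that passed in neither setting changed sign. The tables hold no counts, so how far depth limits the calls of weakly expressed genes was not measured.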

Differences from the paper's values

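The calls from *daf-2(−)* against *daf-16(−);daf-2(−)* alone were tests chosen only after the result was seen, and the other settings were planned. Baggerly's test was written here from its published form and run on proportions of RPKM, with the fold changes of limma kept for the criteria. The authors' version in CLC and its weights were not available, so the counts are not the authors' result.

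The paper gives 21 transcription factors among the activated direct targets, and 3 of the genes of Table S4 met the criteria here, of 19 listed on 1 line under their name. A further gene, *nhr-62*, met them on 1 of its 2 lines (log2 fold change 1.71 against WT and 2.17 against the double mutant). None of the alternatives set before the data were examined came within 1.5 times of the paper's value, with between 0 (Baggerly's test, 3 by limma at unadjusted p) and 9 genes (median-ratio scaling and quantile normalization). The paper gives 53 transcription factors among the repressed direct targets, and 7 of the genes of Table S5 met the criteria here. None of the alternatives set before the data were examined came within 1.5 times of this value either, with between 1 (Baggerly's test, and without *daf-2(−)* replicate 2) and 20 genes (without *daf-2(−)* replicate 1). The paper does not say which comparison defined Tables S4 and S5. With *daf-2(−)* against the double mutant alone and no minimum fold change, 19 and 53 genes passed. This setting was chosen after seeing the values, and it drops 2 of the 36 core genes of Table S7, where the calls in both comparisons drop 3. With the same comparison alone and a fold change of at least 2, also chosen after seeing the values, 13 and 34 genes passed, and it drops 3 of the 36 core genes. The directions were those of the tables for 18 of 19 genes of Table S4 and 51 of 53 of Table S5 against WT, and for 19 and 53 against the double mutant.

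The paper describes the core direct targets as activated genes. Of the 36 listed in Table S7, 33 met the criteria in both comparisons and 3 did not. These were *ttr-39* (log2 fold change 0.30 against WT and 0.51 against the double mutant), *acs-18* (0.42 and -0.14) and *ttr-18* (0.54 and 0.69). The first and the last were higher in *daf-2(−)* in both comparisons, and *acs-18* only against WT. With *daf-2(−)* against the double mutant alone and no minimum fold change, chosen after seeing the values, *ttr-18* passed, with 34 of 36 genes. None of the alternatives set before the data were examined called *ttr-39*, *acs-18* or *ttr-18*. Fig. 6C lists these 3, as Table S7 does. Fig. 6D, read by eye, has none of them among its core genes, and has *acs-17*, *ttr-23*, *ttr-26* and *sqrd-1*, which Table S7 does not list. All 4 met the criteria and were looked up after the values of Table S7 had been seen. Under Baggerly's test 17 of the 36 met the criteria, more than 1.5 times from the paper's 37.

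The paper's 667 activated and 1213 repressed genes lie within 1.5 times of the 768 and 1208 found here. The nearest values were 666 activated genes when only genes above 0 in every *daf-2(−)* and double mutant library were tested, and 1212 repressed genes when only genes with a mean RPKM of at least 1 were tested or with the replicate number as a block. More than 1.5 times from the paper's values were the activated and repressed genes of Baggerly's test as written here (269 and 153), median-ratio scaling (1255 and 463), quantile normalization (1020 and 540), a pseudocount of 0.1 RPKM (1027 and 2147) and the ratio of mean RPKM without a pseudocount (1075 and 2092), and the repressed genes without *daf-2(−)* replicate 1 (1938) and without *daf-2(−)* replicate 2 (538). Calls from *daf-2(−)* against the double mutant alone, chosen after seeing the values, also differed by more than 1.5 times, with 1168 and 3267, or 2581 and 6596 with no minimum fold change.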

Other observations

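The tests of genes that take most reads, of gene length, of reads outside genes and of DAF-16 in WT were chosen only after the result was seen, while the 6 gene lists were planned, and scaling and leaving out a library were planned as alternatives and used to weigh explanations only afterwards.

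Repressed genes outnumbered activated genes, 1208 to 768, or 1.57 repressed genes per activated gene. Baggerly's test as written here gave the opposite, 153 repressed to 269 activated genes, a ratio of 0.569. In the simulated data, with noise drawn from limma's model, it recovered 50% of the activated and 40% of the repressed genes. For a few genes that take most of the reads, the 100 genes with the highest mean RPKM were removed and each library was rescaled to the same sum. The ratio was then 2.88. Rescaling alone would lower both *daf-2(−)* libraries, whose summed RPKM was higher than that of any other library. The rise can therefore not be laid to the removal, and this test does not decide. Gene length was argued against as the whole cause by a ratio of 1.82 after the trend with exon length was taken out of each library, over the 19366 genes with a length in WBcel235. The ratio rose with length all the same, from 0.736 in the shortest to 4.71 in the longest of 5 classes. Mapped reads outside genes were argued against as a cause in *daf-2(−)* replicate 2. Its reads on genes per mapped read were 1.01 times the mean of the 6 libraries, with the others between 0.922 and 1.03 times, where a loss as large as its median-ratio scale factor would give 0.786. The shares, rebuilt from RPKM and WBcel235 lengths, were 103% to 115% of mapped reads, more than there can be, so only their relation between libraries was used. A shift of whole libraries stays open. The ratio was 0.369 after median-ratio scaling, which sets the middle of the libraries equal whatever the cause and would also remove a true lowering of most genes. So does *daf-2(−)* replicate 2, without which the ratio was 0.774, against 2.78 without *daf-2(−)* replicate 1. The excess among genes called in both comparisons may therefore come from this library. Against the double mutant alone, lower genes still outnumbered higher genes without it.

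A different mix of stages is a further candidate explanation of this excess, and the 6 gene lists bear on it in different ways. The oocyte and hermaphrodite germline genes, with a median log2 fold change of -1.27 against WT, and the dauer genes, with 3.10, go in the direction of fewer reproducing adults and more dauer larvae in the *daf-2(−)* cultures. The sperm genes, at 0.43, argue against a uniform loss of germ cells. The larval cuticle and moulting genes, at -1.16, argue against a gain of moulting larvae. For 17 early embryonic genes of 19 listed, the median was -0.31 against WT and -0.18 against *daf-16(−);daf-2(−)*, as low as in 10.2% and 41.3% of random lists. Their mean was -0.64 and -0.61 and limma's fry gave an FDR of 0.0192 and 0.0127 (15 of 17 and 13 of 17 lower), so the median and the test differ for this list, and 7 of the genes were above 1 RPKM in every library. For 8 of 9 adult yolk protein and cuticle genes the median was 0.32 against WT and 0.30 against the double mutant (limma's fry FDR 0.291 and 0.795, 5 of 8 higher in each), as high as in 17.0% and 26.2% of random lists. With 1 library left out, the median against WT was -0.24 (without WT replicate 1) to 0.65 (without WT replicate 2), and that against the double mutant 0.03 (without double mutant replicate 1) to 0.31. For the embryonic list the stage mix stays undecided, because its median lies within those of random lists while limma's fry found it lower. Fewer adults in *daf-2(−)* would lower the adult list, and its median was not lower in either comparison. The adult list therefore did not go with fewer adults. It does not rule them out, since its medians lie within those of random lists and that against WT changed sign without WT replicate 1. Effects of *daf-2* and *daf-16* on expression within a stage were not measured apart from the mix of stages in either list.

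Of the activated genes, 546 were lower and 201 higher in the double mutant than in WT, with a median log2 fold change of -0.16, where random lists of the same size and expression had 0.06. Of the repressed genes, 942 were higher and 266 lower, with a median of 0.39, where random lists had 0.13. In 0% of 10000 random lists was the median as far in that direction. The medians after median-ratio scaling were -0.25 and 0.28, which argues against a shift of whole libraries. These values are consistent with DAF-16 acting in WT as well, as a hypothesis from the same libraries. The genes were chosen by their difference from WT and from the double mutant, so chance values in those libraries enter both the choice and the medians, and a different mix of stages stays open.

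The gene *daf-12*, whose product has a motif that the paper finds in DAF-16 peaks, had an RPKM of 13.8 ± 0.926 (SD, n = 2) in WT, 13.2 ± 2.68 (SD, n = 2) in *daf-2(−)* and 13.9 ± 2.07 (SD, n = 2) in the double mutant. Its log2 fold change in *daf-2(−)* was -0.07 against WT (SE 0.21, limma adjusted p = 0.841) and -0.08 against the double mutant (SE 0.21, limma adjusted p = 0.809). The gene *eor-1* had an RPKM of 13.3 ± 0.926 (SD, n = 2), 7.75 ± 1.27 (SD, n = 2) and 18.5 ± 1.35 (SD, n = 2). Its log2 fold change in *daf-2(−)* was -0.72 against WT (SE 0.19, limma adjusted p = 0.0372) and -1.16 against the double mutant (SE 0.19, limma adjusted p = 0.0045), the second -0.79 with median-ratio scaling and -0.74 with quantile normalization.

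The gene labels of Fig. 6D include *acs-17*, *ttr-23*, *ttr-26* and *sqrd-1*, read by eye, which Table S7 does not list, and not *acs-18*, *ttr-18* and *ttr-39*, the 3 genes of Table S7 that failed the criteria, which Fig. 6C lists. The labels were looked up after the values of Table S7 had been seen. The log2 fold changes of the first 4 in *daf-2(−)* were 1.58, 1.13, 2.28 and 1.43 against WT and 1.67, 1.52, 2.91 and 1.84 against the double mutant, and all 4 met the activated criteria. The gene that the tables name by a date, where Table S4 has *jun-1*, had log2 fold changes of 0.49 and 0.73.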
